# Key role of piRNAs in telomeric chromatin maintenance and telomere nuclear positioning in *Drosophila* germline

**DOI:** 10.1186/s13072-018-0210-4

**Published:** 2018-07-12

**Authors:** Elizaveta Radion, Valeriya Morgunova, Sergei Ryazansky, Natalia Akulenko, Sergey Lavrov, Yuri Abramov, Pavel A. Komarov, Sergey I. Glukhov, Ivan Olovnikov, Alla Kalmykova

**Keywords:** Telomere, Germline, Retrotransposon, Transgene, piRNA cluster, HP1, Rhino, Chromatin, Transcription, *Drosophila*

## Abstract

**Background:**

Telomeric small RNAs related to PIWI-interacting RNAs (piRNAs) have been described in various eukaryotes; however, their role in germline-specific telomere function remains poorly understood. Using a *Drosophila* model, we performed an in-depth study of the biogenesis of telomeric piRNAs and their function in telomere homeostasis in the germline.

**Results:**

To fully characterize telomeric piRNA clusters, we integrated the data obtained from analysis of endogenous telomeric repeats, as well as transgenes inserted into different telomeric and subtelomeric regions. The small RNA-seq data from strains carrying telomeric transgenes demonstrated that all transgenes belong to a class of dual-strand piRNA clusters; however, their capacity to produce piRNAs varies significantly. Rhino, a paralog of heterochromatic protein 1 (HP1) expressed exclusively in the germline, is associated with all telomeric transgenes, but its enrichment correlates with the abundance of transgenic piRNAs. It is likely that this heterogeneity is determined by the sequence peculiarities of telomeric retrotransposons. In contrast to the heterochromatic non-telomeric germline piRNA clusters, piRNA loss leads to a dramatic decrease in HP1, Rhino, and trimethylated histone H3 lysine 9 in telomeric regions. Therefore, the presence of piRNAs is required for the maintenance of telomere chromatin in the germline. Moreover, piRNA loss causes telomere translocation from the nuclear periphery toward the nuclear interior but does not affect telomere end capping. Analysis of the telomere-associated sequences (TASs) chromatin revealed strong tissue specificity. In the germline, TASs are enriched with HP1 and Rhino, in contrast to somatic tissues, where they are repressed by Polycomb group proteins.

**Conclusions:**

piRNAs play an essential role in the assembly of telomeric chromatin, as well as in nuclear telomere positioning in the germline. Telomeric arrays and TASs belong to a unique type of Rhino-dependent piRNA clusters with transcripts that serve simultaneously as piRNA precursors and as their only targets. Telomeric chromatin is highly sensitive to piRNA loss, implying the existence of a novel developmental checkpoint that depends on telomere integrity in the germline.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-018-0210-4) contains supplementary material, which is available to authorized users.

## Background

Telomere transcription is an evolutionarily conserved feature of eukaryotic telomeres [1]. The biogenesis of telomeric transcripts has been shown to be tightly linked to telomere length control and formation of telomeric chromatin. Telomeric transcripts serve as precursors of small RNAs (tel-sRNAs) discovered in mammalian embryonic stem cells, in the ciliate *Tetrahymena thermophila*, in plants, and in *Diptera* [2–5]. Small RNAs generated by the subtelomeric regions in fission yeast, as well as certain tel-sRNAs, have been implicated in the assembly of telomeric heterochromatin [2, 5, 6]. Plant and mammalian tel-sRNAs are related to the class of Piwi-interacting RNAs (piRNAs) that are generated in the germline and in stem cells [7, 8]. However, the role of tel-sRNAs in germline-specific telomere function is poorly understood. Telomeric piRNAs and their role in telomere length control were first described in *Drosophila melanogaster* [3]. Using a *Drosophila* model, we performed an in-depth study of the biogenesis and function of the telomeric piRNAs in the germline.

The piRNA-mediated pathway provides silencing of transposable elements (TE) in the germline [7, 9]. In contrast to small interfering RNAs (siRNA), which are processed by the Dicer endonuclease from double-strand RNAs, piRNAs are generated from long single-stranded precursors. These piRNA precursors are encoded by distinct genomic regions that are enriched in damaged TE copies and termed piRNA clusters [10]. The dual-strand piRNA clusters found in the *Drosophila* germline produce piRNAs from precursors transcribed by both genomic strands. Distinct chromatin components of the piRNA clusters that couple transcription and RNA transport appear to direct the cluster-derived transcripts into the piRNA processing machinery [11–13]. The germline-specific homolog of HP1—Rhino (Rhi)—is essential for piRNA production from the dual-strand piRNA clusters [14–16]. piRNAs are required at early embryonic stages for deposition of Rhi and histone 3 lysine 9 trimethylation marks (H3K9me3) at the dual-strand piRNA clusters, but at later developmental stages, the chromatin of piRNA clusters is maintained by an unknown Piwi-independent mechanism [17].

Dual-strand piRNA clusters can be classified into several types according to their structure and location: extended pericentromeric TE-enriched regions [10], individual euchromatic TE copies [18], and transgenes which contain complementarity to endogenous piRNAs [19, 20]. In all cases, the clusters produce piRNAs that target complementary sequences located elsewhere in the genome.

The telomeres of *D. melanogaster* are maintained by transpositions of specialized telomeric retrotransposons, while the telomerase gene has likely been lost in an ancestor of *Diptera* [21]. The non-LTR *HeT*-*A, TART,* and *TAHRE* retroelements are organized in tandem head-to-tail telomeric arrays, with *HeT*-*A* being the most abundant [22–24]. Telomere-associated sequences (TASs) consist of complex satellite-like repeats and are located proximally to retrotransposon arrays. Analysis of the ovarian small RNA-seq data revealed abundant piRNAs corresponding to both genomic strands of telomeric retrotransposons and TAS [10]; thus, telomeric piRNA clusters can be formally related to the dual-strand type. However, the main feature of the telomeric piRNA clusters is that their transcripts serve both as a source of piRNAs and as their only targets simultaneously. Telomeric transcripts are processed into piRNAs that regulate telomeric TE expression and transposition rate onto chromosome ends in the germline [3, 25]. Violation of the balance between the levels of piRNAs and mRNAs encoded by telomeric retrotransposons can lead to disruption of telomere length control [3, 26]. It is clear that involvement in piRNA production should considerably affect telomere biology in the germline; however, telomeres have not been characterized as piRNA clusters to date. In previous studies, telomeric retrotransposons were generally included in the canonical set of TEs used to evaluate the impact of piRNA pathway mutation on TE expression and piRNA production. These data demonstrate that *HeT*-*A* and related *TAHRE* elements are extremely sensitive to piRNA pathway disruption showing up to 1000-fold overexpression in contrast to *TART*, which demonstrates only modest upregulation [3, 25, 27, 28]. Therefore, measurement of *HeT*-*A* expression has often been used as a readout of piRNA pathway disruption. However, *HeT*-*A* elements are not typical piRNA targets, since they are also the source of piRNAs. Several studies have indicated differences between transcriptional regulation of telomeric and non-telomeric piRNA clusters. Indeed, in contrast to *HeT*-*A*, the level of the piRNA precursors transcribed by non-telomeric piRNA clusters decreases upon piRNA pathway disruption [14, 15, 29].

Unique mapping of small RNA reads is the major source of information about the genomic origin of piRNAs; however, in the case of telomeres, it is technically challenging. Artificial sequences inserted into the endogenous piRNA clusters serve as unique marks that enable exploration of the highly repetitive genomic loci. Transgenic *Drosophila* strains carrying *P*-element constructs in the terminal retrotransposon array have been identified and characterized [30]. In contrast to the TASs that demonstrate Polycomb group (PcG) protein-mediated silencing of transgenes inserted in these regions [31–33], the telomeric retrotransposon arrays show euchromatic characteristics. Transgene reporters inserted in *HeT*-*A*–*TART*–*TAHRE* arrays are active in somatic tissues, which have allowed for selection of such transgenic strains [30]. Therefore, based on differing abilities to silence the integrated transgenes, two telomeric subdomains were defined within *Drosophila* telomere in somatic tissues, namely, transcriptionally active retrotransposon arrays and heterochromatic TAS [30, 31].

Taking advantage of the telomeric transgene insertions in combination with experiments on endogenous telomeric elements, we investigated piRNA production and chromatin structure of different telomeric loci in the ovaries of transgenic flies. It was shown that telomere-specific piRNAs significantly affect the chromatin structure and expression of different telomeric regions in the germline. In contrast to somatic tissues, the TAS and *HeT*-*A*–*TART*–*TAHRE* arrays show similar chromatin structure and transcriptional status in the germline and can be related to the piRNA-producing domain. At the same time, we found that piRNA production is not similar between the transgenes integrated in different telomeric retrotransposons. Chromatin and cytological studies provide convincing evidence that telomeric piRNA clusters are highly sensitive to piRNA loss in contrast to the heterochromatic non-telomeric dual-strand piRNA clusters. Moreover, piRNA loss causes telomere translocation from the nuclear periphery toward the nuclear interior. Our data, in combination with the previously observed differences in behavior of telomeric and non-telomeric piRNA clusters [17, 29, 34], suggest that a distinct type of piRNA cluster protects telomere integrity in the *Drosophila* germline.

## Results

### Transgenes located at different positions in telomeres produce small RNAs in *Drosophila* ovaries

It is well known that transgenes inserted within TASs produce abundant piRNAs and exert piRNA-mediated silencing of the complementary targets [35–38]. However, the piRNA production capacity of transgenes located within telomeric retrotransposon arrays has not been investigated to date. In this study, we used four available transgenic EY strains on a *y*^*1*^*w*^*67c23*^ (*yw*) strain background carrying the P{EPgy2} construct in the telomeric retrotransposon arrays [30]. P{EPgy2} is a *P*-element-based vector containing *mini*-*white* and *yellow* genes. 

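The endogenous *white* gene (w, FBgn0003996) lies on chromosome X of dm6 from 2790599 to 2796466 on the minus strand, with 6 exons in the transcript FBtr0070490, and *yellow* (y, FBgn0004034) lies on chromosome X from 356509 to 361245 on the plus strand. Neither gene body was used as a mapping target here. The sequence of P{EPgy2} was instead assembled from the small RNA reads of the 5 telomeric transgenic strains, without those of EY03241. Contigs started from the primers of Table S4 and of the FISH and Northern probes and were extended by overlapping words of 18 nt. In this way 7 contigs were obtained. The P-element arms are represented by an outer (98 nt) and an inner (287 nt) contig of 5′P and by 1 contig of 3′P (234 nt). *mini*-*white* is represented by 4 contigs of 656, 240, 404 and 731 nt, named here after the FISH primer, the Northern reverse primer, the Northern forward primer and the first exon. Together the contigs cover 2650 nt, 619 nt of P-element arms and 2031 nt of *mini*-*white*. No contig covers *yellow*. Of the 2531 words of 18 nt in the contigs, 35 also occur in the small RNA reads of the *yw* strain, which carries no transgene. The assembly favoured words absent from *yw*, so that this number and the reads of *yw* on the contigs are partly fixed in advance.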

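Small RNAs that cross the edge of an insertion join flanking sequence to the end of the P element, which reads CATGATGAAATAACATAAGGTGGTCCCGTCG from the flank into the construct. In the ovaries of EY08176, 6 reads of 3 distinct sequences joined ATCTGCAC to this end. The longest flank among them was TCAGTGATCTGCAC, which occurs in no read of *yw* and in none of the amplicons assembled from the reads with the primers for telomeric elements. Another 2 reads joined the P-element end to GTGCAGAT, the reverse complement of that flank. Junction reads were required to hold at least 12 nt of the P element and 7 nt of flank. The flank GGCCAATG, with 3 reads in EY08176, was found in 3 strains and therefore does not mark the insertion of 1 strain.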

The transgene EY08176 was inserted into the GAG ORF of *HeT*-*A*-related *TAHRE* on chromosome 2R. 

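In EY00453, 5 reads of 5 distinct sequences joined the flank GCCTAGGC to the P-element end, and in EY00802 6 reads of 4 distinct sequences joined the same flank, which was not found next to the P-element end in any other strain. The longest flank was TCCGATAGCCTAGGC in both strains. Its reverse complement lies in the 158-nt amplicon of the *TART*-*B* promoter, assembled from the reads with the *TART*-*B* primers of Table S4, where GCCTAGGC occupies positions 137 to 144 counted from the 5′ end of the amplicon. Most of the matched stretch lies within the reverse primer, and the amplicon was assembled from the reads of all libraries, including both strains. The assembly therefore adds little further support to the match. In EY09966, 1 read joined the P-element end to TCAGTGCAGTCCTATCG, a flank that lies in none of the assembled amplicons. Because this flank rests on 1 read, no position is derived from it.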

The transgenes EY00453 and EY00802 were integrated into 3′ UTR of *TART*-*B1* on 3L, while the EY09966—into *TART*-*C* on the fourth chromosome. All *TART* insertions were located in the 3′UTR within the long non-terminal repeats containing the promoter region. 

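For EY00453, overlapping words of the reads also connected the forward primer for the *TART*-*B* insertion with the reverse primer in 5′P over 250 nt. The connecting sequence ends in the P-element arm and contains the flank and the P-element end joined as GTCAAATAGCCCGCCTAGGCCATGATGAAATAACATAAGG. No such connection was found in the libraries of EY00802, EY08176, EY09966, EY03383, EY03241 and *yw*. The dm6 annotation lists 3 copies of *TART*-*B*, 10 of *TART*-*A*, 1 of *TART*-*C*, 27 of *HeT*-*A* and none of *TAHRE*; their sequences were not used here.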

Insertion sites are located between the sense and antisense transcription start sites [39], which seems to be a hot spot for insertions [30]. All transgenes were mapped at 12–23 kb from TASs [30]. The orange eye color of the EY08176, EY00453, and EY00802 transgenic flies corresponds to the previously reported phenotype and indicates a high level of the *mini*-*white* reporter gene expression [30, 33]. 

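In the library of EY03383, 6 reads of 5 distinct sequences joined the flank CGCCAGTG to the P-element end, and no other strain had this flank. The longest flank was TAGTGAACGCCAGTG, whose reverse complement lies in the 199-nt amplicon that the primers for 2R-3R TAS define. This amplicon was assembled from the reads of *yw*. The matched stretch lies within its forward primer of Table S4, so that the assembly from *yw* adds no further support to the match.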

The EY03383 strain carries P{EPgy2} in 2R TAS [30]. The insertions in the TAS (EY03383) and in the telomere of the fourth chromosome (EY09966) are silenced and demonstrate a white or variegated eye color phenotype (Table 1). 

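The only flank found next to the P-element end in the reads of EY03241 was GCCCTAGC. It rested on 1 read and was found in 3 strains, so that no junction read specific to the EY03241 insertion was detectable among the 9347388 reads of this strain.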

The euchromatic EY03241 transgene was used as a non-telomeric control. Insertion locations are shown schematically in Fig. 1a, b. DNA FISH on polytene chromosomes of salivary glands confirmed the telomeric localization of transgenes (Additional file 1: Figure S1). Short names of telomeric insertions are indicated in Fig. 1c.

**Table 1:** Comparison of telomeric transgene properties in somatic tissues and in the germline

Strain [30]	Insertion site	Somatic tissues [30, 31, 33]		Female germline					
		Eye color	Chromatin state	piRNA production	Rhi	HP1a	H3K9me3	Mini-white transcription	Chromatin state
EY08176	TAHRE Gag, chr.2R telomere	Orange	Active telomeric domain	+++	+++	+++	+++	+	Dual-strand piRNA cluster
EY00802	TART-B, 3′ regulatory region, chr.3R telomere			+	+	+++	+++	+	
EY00453				+	+	+++	+++	+	
EY09966	TART-C, 3′ regulatory region, chr.4 telomere	White	Repressed telomeric domains	+	+	+++	+++	+	
EY03383	TAS, chr.2R	Variegation		+++	++	+++	+++	+

**Fig. 1:**
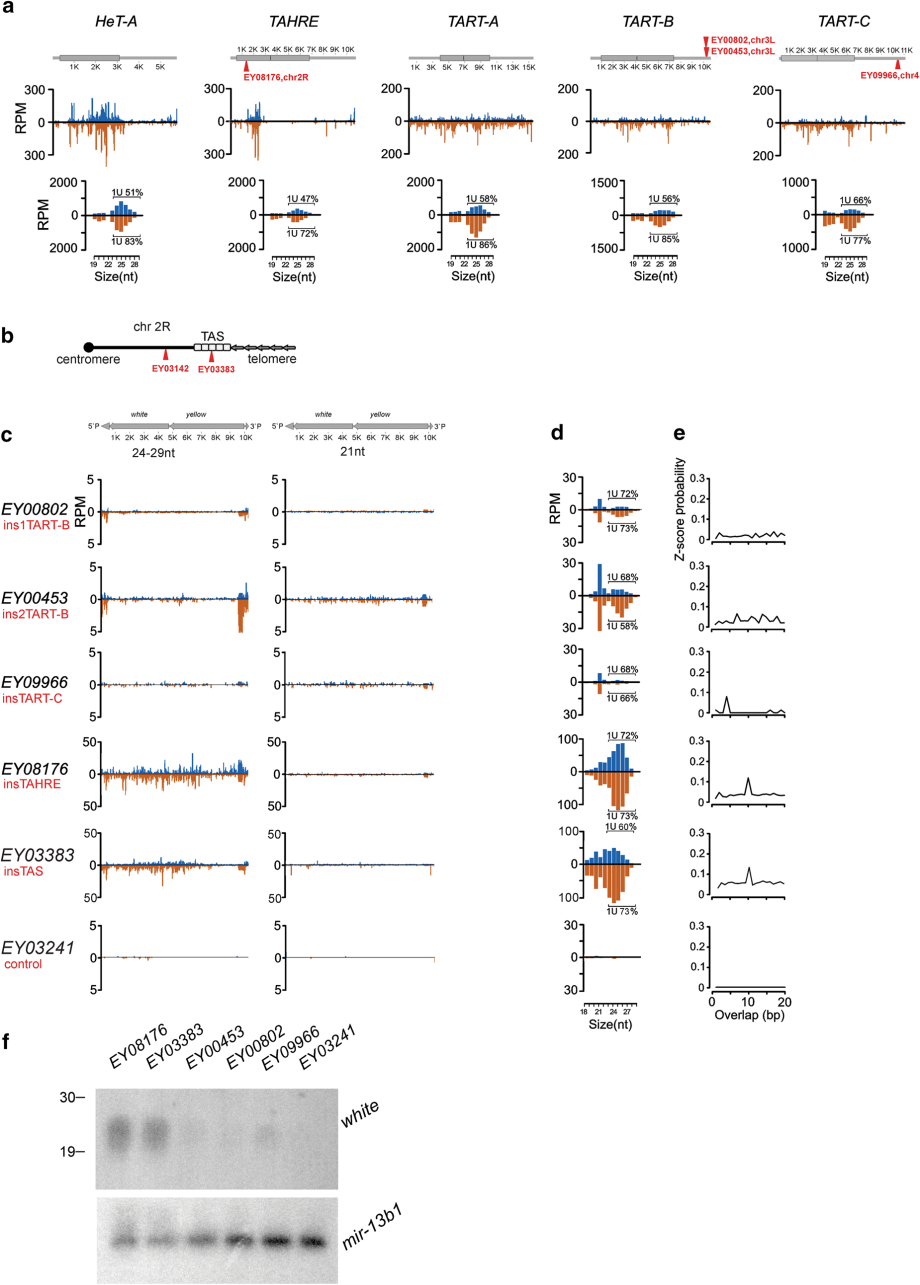
Generation of small RNAs by telomeric transgenes. **a** Schematic structure of telomeric elements is shown above. Insertion sites of transgenes are indicated as triangles situated above and below the schemes, which correspond to their genomic orientation. The profiles of small RNAs in ovaries of *yw* strain are shown along the canonical sequences of *HeT*-*A, TAHRE, TART*-*A, TART*-*B,* and *TART*-*C* telomeric retrotransposons. Normalized numbers of small RNAs (RPM, reads per million, 0–3 mismatches) in a 30-bp window were calculated. Length distribution of the telomeric element small RNAs is shown below. Percentages of reads having 1U are indicated for each strand (only 24–29-nt reads were considered). **b** Scheme of transgenic insertion sites in euchromatin and TAS of chromosome 2R. **c** Normalized numbers of small RNAs mapped to transgenic constructs (blue–sense; brown–antisense; no mismatches allowed). Mapping of piRNAs (24–29 nt) and siRNAs (21 nt) onto the transgenes is shown separately. Scheme of the P{EPgy2} transgene is shown above. Short names of telomeric insertions are indicated. **d** Length distribution of transgenic small RNAs. Percentage of reads having 1U are indicated for each strand (only 24–29-nt reads were considered). **e** Relative frequencies (Z-score) of 5′ overlap for sense and antisense 24–29-nt piRNAs (ping-pong signature). **f** Northern blot hybridization of the RNA isolated from the ovaries of EY08176, EY03383, EY00453, EY00802, EY09966, and EY03241 strains was done with the *white* riboprobe to detect antisense piRNAs. Lower panel represents hybridization to *mir*-*13b1* microRNA. P^32^-labeled RNA oligonucleotides were used as size markers

Abundant endogenous *HeT*-*A, TAHRE,* and *TART*-specific small RNAs are found in *yw* and transgenic strains (Fig. 1a; Additional file 1: Figure S2); however, it is unclear how each particular telomeric element copy contributes to the production of piRNAs. 

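Small RNAs of the endogenous elements were counted on amplicons that the primers of Table S4 define and whose sequences were assembled from the reads, with 0–3 mismatches. In *yw*, the 116-nt amplicon of the *HeT*-*A* ORF gave 292 RPM of 24–29-nt RNAs (95% Wilson interval 278–306), of which 73.8% were antisense to the element. Of the antisense reads, 64.9% began with U. These 24–29-nt reads made up 79.3% of the 19–29-nt reads of the amplicon. The promoter amplicon of *TART*-*A* (112 nt) gave 19.8 RPM and that of *TART*-*B* (158 nt) gave 13.8 RPM. On the 160-nt amplicon of *TAHRE* ORF2 only 1 read of 24–29 nt was found in *yw*, which is below the 3 reads (0.525 RPM) taken as the smallest amount this library can show. This amplicon was assembled from the reads of all libraries and not from those of *yw*. It gave 50.7 RPM in EY03383 and 113 RPM in EY03241. In these 2 strains *HeT*-*A* ORF RNAs reached 150.3 and 240.5 RPM, those of the *TART*-*A* promoter 15.9 and 67.5 RPM, and those of the *TART*-*B* promoter 68.3 and 3.96 RPM. Requiring exact matches lowered the value of *HeT*-*A* ORF in *yw* to 145 RPM. The amplicon of *TART*-*A* ORF2 could not be assembled and *TART*-*C* has no primers of its own, so that both were not analysed here. The reads of an amplicon cannot be assigned to single copies of an element.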

To address this question, we sequenced small RNAs from ovaries of five telomeric transgenic strains and the EY03241 strain (control) with a euchromatic insertion. 

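The data consist of 9 libraries of ovarian small RNAs from 7 strains. EY08176, EY00453, EY00802, EY09966 and *yw* have 1 library each, and EY03383 and EY03241 have 2 technical replicates each, which were summed here. No strain has biological replicates, and each test on read counts therefore compares libraries, not strains. The lists of EY03383 and EY03241 begin at 19 nt and those of the other strains at 18 nt. Reads of miR-13b reached 10949–20021 RPM in the former, against 377–5988 RPM in the latter. Comparisons of EY03383 or EY03241 with the other strains cross this split of the libraries. The authors clipped the adapter and deposited each library as a list of distinct sequences with the number of reads of each; these counts are not normalized and carry no mapping. Reads longer than 18 nt numbered 3928658 in EY08176, 12855418 in EY00453, 23767745 in EY00802, 7308450 in EY09966 and 5709360 in *yw*. The technical replicates held 3452367 and 5895021 reads for EY03241 and 4803999 and 5381377 reads for EY03383. Reads of 19–29 nt made up between 88.4% and 99.9% of each library. They were matched without mismatches to the 7 contigs of P{EPgy2}, separately for 24–29-nt and 21-nt RNAs, and normalized to 1000000 reads longer than 18 nt (RPM). Since the contigs contain no part of *yellow*, the values are lower limits for the whole construct. The contigs hold only sequence that reads of the telomeric strains cover, and EY03241 took no part in the assembly. This choice can raise every ratio to EY03241. Strands follow the construct from 5′P to 3′P, so that the *white* transcript has the antisense orientation. Libraries were compared by two-sided Fisher's exact tests, with 0.5 reads added to each count for log2 ratios. Intervals cover counting error only, because the reads carry no molecular identifiers. The smallest amount that can be shown, 3 reads, corresponds to between 0.126 RPM in EY00802 and 0.764 RPM in EY08176. The technical replicates of 1 strain differed in 22-nt reads, which made up 19.7% and 6.82% in EY03383; this length belongs to neither class. In the second replicate of EY03241, 1 sequence of 26 nt held 35.5% of all reads and thereby enlarged the total to which the other RNAs were normalized.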

The euchromatic transgene EY03241 (control) produces a negligible amount of small RNAs (Fig. 1c, Additional file 2: Table S1). In contrast, all telomeric transgenes produce small RNAs; however, the levels vary considerably between transgenes (Fig. 1c), which may be attributed to variation in piRNA production between the integration sites. 

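In EY03241, 10 reads of 24–29 nt matched the contigs, which is 1.07 RPM (95% Wilson interval 0.581–1.97), and 7 reads of 21 nt, which is 0.749 RPM (0.363–1.55). Of the 21-nt reads, 5 end exactly at the 3′ end of the 3′P reverse primer of Table S4. In *yw*, which lacks the construct, 2 reads of 24–29 nt (0.350 RPM) and 1 read of 21 nt (0.175 RPM) matched. The log2 ratio of EY03241 to *yw* was 1.36 for 24–29 nt (p = 0.150, two-sided Fisher's exact test) and 1.61 for 21 nt (p = 0.273, the same exact test), so that no difference from the strain without a transgene was detectable at this depth. All 10 reads of 24–29 nt in EY03241 are antisense, and they cover 9.77% of the contigs.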

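Transgenic 24–29-nt RNAs reached 486 RPM in EY08176 (95% Wilson interval 465–509, 1911 reads), 411 RPM in EY03383 (399–424, 4191 reads), 28.8 RPM in EY00453 (26.0–31.9, 370 reads), 13.8 RPM in EY00802 (12.4–15.4, 328 reads) and 5.34 RPM in EY09966 (3.90–7.29, 39 reads). The intervals of the 5 strains do not overlap, but that of the second technical replicate of EY03383 alone (431–466) overlaps that of EY08176. Relative to EY03241, the log2 ratio was 8.76 for EY08176 and 8.52 for EY03383. Both p-values of the two-sided Fisher's exact test are too small for the computation to express. Normalization to the reads of miR-13b, an alternative chosen after the data were seen, moved the ratio of EY08176 most, to 13.73.

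**Figure D1:**
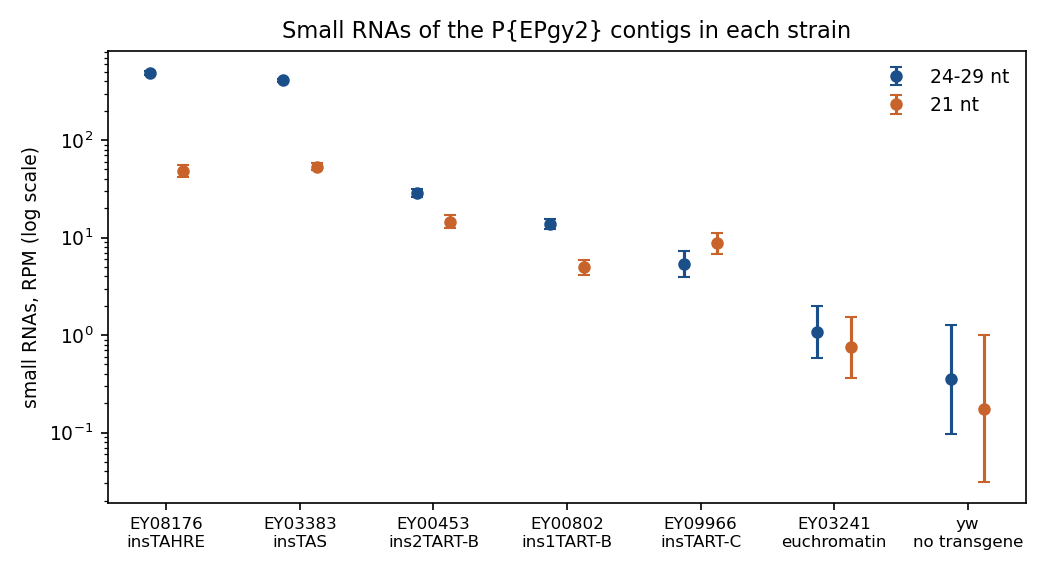
Transgenic small RNAs of 24–29 nt and of 21 nt in the 7 strains, in RPM on a log axis; points are libraries (technical replicates summed) and bars are 95% Wilson intervals. The 24–29-nt values fall from 486 RPM in EY08176 to 5.34 RPM in EY09966, while EY03241 lies at 1.07 RPM.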

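The contigs of P{EPgy2} were used to follow the position of 24–29-nt RNAs in EY08176. Sense RNAs amounted to 124 RPM and antisense RNAs to 362 RPM, so that 25.5% of the reads were sense (95% Wilson interval 23.6–27.5). Sense reads covered 77.1% of the contigs and antisense reads 93.4%, and reads of either strand covered 2581 of the 2650 nt. Because EY08176 itself contributed reads to the assembly, coverage was also measured on 8 contigs (2075 nt) assembled without its reads. There it was 77.3% for sense and 88.4% for antisense reads. Both sets of contigs hold only sequence that small RNA reads cover, so that these shares do not measure coverage of the entire construct. The density was 182–218 RPM per kb on the *mini*-*white* contigs and 85.7–176 RPM per kb on the contigs of the P-element arms.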

The small RNAs are mapped to both genomic strands of the entire transgene EY08176 (ins*TAHRE)*. Moreover, most of these small RNAs are 24–29 nt long and demonstrate 5′ terminal uridine bias (1U bias), which is a characteristic of the piRNAs (Fig. 1d). 

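Of the 2604 reads of 19–29 nt that matched the contigs in EY08176, 73.4% were 24–29 nt long (95% Wilson interval 71.7–75.05) and 7.33% were 21 nt long. The most frequent length was 25 nt on both strands, with 462 antisense and 169 sense reads. Among distinct 24–29-nt sequences, 437 of 643 antisense sequences began with U, a share of 68.0%, against 24.5% U over their other positions (p = 2.67e-119, two-sided exact binomial test). For sense sequences the share was 62.2% (191 of 307), against 22.6% over the other positions (p = 5.79e-50, the same exact test). Counting reads in place of distinct sequences moved the antisense share most, to 74.4%.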

We found the sense/antisense piRNA pairs (relative to transgene) overlapping by 10 nt, which is a signature of the ping-pong piRNA amplification cycle [10, 40] (Fig. 1e). Such characteristics of transgenic small RNAs strongly suggest that the transgene is integrated within the pre-existing piRNA cluster. 

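In EY08176, 1058 pairs of sense and antisense reads overlapped by 10 nt at their 5′ ends, each pair being weighted by the product of the read counts. The other overlaps between 1 and 20 nt had 197 pairs on average with an SD of 54.5, which gives a Z-score of 15.8. The 10-nt overlap held 22.0% of all pairs and ranked 1 among the 20 overlaps. When each pair of distinct sequences was counted once, the Z-score moved most, to 3.83 with 122 pairs, and remained above the threshold set for it. The Z-score has no replicate error, since EY08176 has 1 library.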

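The small RNAs of endogenous *TAHRE* in the same library were also derived from both strands. On the amplicon of *TAHRE* ORF2, EY08176 had 75 sense and 85 antisense reads of 24–29 nt, and 68.0% of the sense and 94.1% of the antisense reads began with U. These reads come from any *TAHRE* copy and are not specific to the copy that carries the insertion.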

The EY03383 transgene inserted into the dual-strand piRNA cluster within the 2R TAS also produces abundant piRNAs from both genomic strands (Fig. 1c), similar to the transgenes integrated into subtelomeric piRNA clusters on the X and 3R chromosomes [19, 34, 38].

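In EY03383, 929 of the 24–29-nt reads were sense (91.2 RPM) and 3262 were antisense (320.3 RPM). They covered 87.1% of the contigs in the sense and 94.9% in the antisense orientation. The share of distinct sequences with 1U was 54.7% for sense (p = 2.86e-54, two-sided exact binomial test) and 58.2% for antisense (p = 2.89e-122, the same exact test). The overlap of 10 nt had 4155 pairs and a Z-score of 4.92. The replicate numbers of EY03383 and EY03241 were used as a replicate block in an alternative comparison. The log2 ratio of 24–29-nt RNAs was then 8.49, the mean of 8.51 between the first and 8.46 between the second replicates. With the numbers crossed, the ratios were 8.19 and 8.79. The SD of the paired ratios was 0.037 and that of the crossed ratios 0.426, but EY03241 has only 3 and 7 such reads, with overlapping intervals (0.296–2.56 and 0.575–2.45 RPM), so that the SDs do not show a pairing. Reads with an unread base made up 0.0806% and 0.0737% in the first replicates of EY03241 and EY03383 and 0.0139% and 0.0134% in the second replicates, and the share of 22-nt reads followed the number in the same way; whether the numbers mark a technical batch was not tested. The replicates are technical, so that the SD does not include differences between flies.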

The EY00453, EY00802, and EY09966 (ins*TART*) transgenes produce fewer small RNAs compared to EY08176 (ins*TAHRE*) and EY03383 (insTAS) but apparently more than the EY03241 (control) transgene (Fig. 1c, Additional file 2: Table S1). 

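The smallest of the 6 log2 ratios between EY08176 or EY03383 and the ins*TART* strains was 3.84, between EY03383 and EY00453, and the largest was 6.49, between EY08176 and EY09966. In all 6 comparisons the p-value of the two-sided Fisher's exact test is too small for the computation to express. The ratio moved most when normalized to miR-13b, an alternative chosen after the data were seen, and the smallest of the 6 ratios was then 0.94 (p = 7.69e-06, the same exact test). Relative to EY03241, the log2 ratio of 24–29-nt RNAs was 4.68 for EY00453 (p = 6.05e-73), 3.62 for EY00802 (p = 1.90e-34) and 2.27 for EY09966 (p = 6.80e-07) in Fisher's exact tests. In EY09966, 24–29-nt reads covered 28.5% of the contigs, against 67.5% in EY00453 and 77.0% in EY00802.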

A significant fraction of small RNAs produced by *TART* insertions are 21-nt siRNAs; no ping-pong signal was detected for the transgenic piRNAs showing 1U-bias. 

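The share of 21-nt reads among transgenic reads of 21 and 24–29 nt was 33.7% in EY00453 (95% Wilson interval 29.9–37.7), 26.5% in EY00802 (22.6–30.7) and 62.1% in EY09966 (52.5–70.9), compared with 9.09% in EY08176 (7.93–10.4) and 11.4% in EY03383 (10.6–12.4). The differences from EY08176 were 24.6 percent points for EY00453 (p = 4.93e-42), 17.4 for EY00802 (p = 1.35e-20) and 53.0 for EY09966 (p = 4.93e-37) in two-sided Fisher's exact tests. With the *mini*-*white* contigs only, the smallest of these differences moved most, to 35.5 percent points. The Z-score of the 10-nt overlap was −0.36 in EY00453 (28 pairs), 0.12 in EY00802 (12 pairs) and −0.33 in EY09966 (0 pairs). It depended on the setting in both *TART*-*B* strains, since it was 1.05 for EY00453 with distinct sequences and 2.73 for EY00802 with the *mini*-*white* contigs only. EY09966 had 18 sense and 21 antisense reads, so that a ping-pong signal was not detectable at this depth. EY00453 had 112 sense and 258 antisense reads, and EY00802 had 74 and 254. The power at these depths was not simulated, so that the low Z-scores do not show that a signal is absent. Among distinct 24–29-nt sequences, 1U was found in 64.6% of sense and 72.0% of antisense sequences of EY00453 (p = 2.66e-15 and p = 6.44e-41, exact binomial tests) and in 68.7% and 70.6% of those of EY00802 (p = 4.33e-14 and p = 5.75e-36). EY09966 had 1U in 82.4% of 17 sense and 76.2% of 21 antisense sequences (p = 8.20e-08 and p = 9.39e-07 in the same exact tests).

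**Figure D2:**
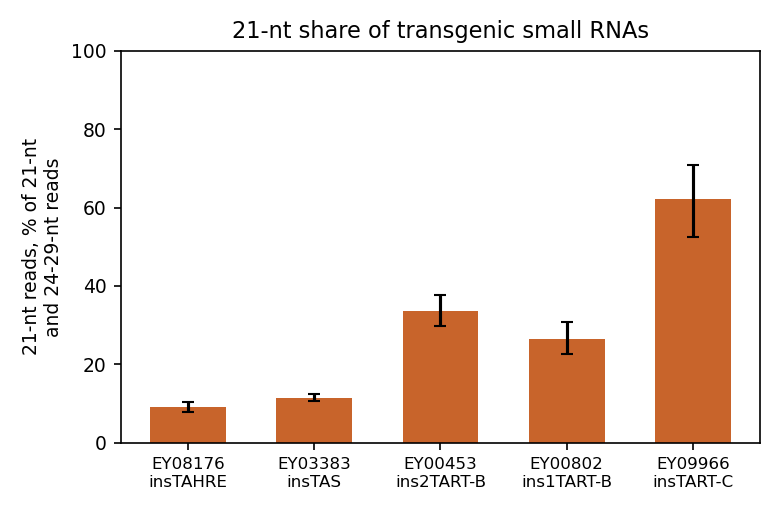
Share of 21-nt reads, in percent of the transgenic reads of 21 and 24–29 nt, in the 5 telomeric transgenic strains; bars start at 0 and error bars are 95% Wilson intervals. The 3 ins*TART* strains lie between 26.5% and 62.1%, above 9.09% in EY08176 and 11.4% in EY03383.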

Interestingly, the production of 21-nt RNAs is less variable between the telomeric transgenes than that of piRNAs (Additional file 2: Table S1). 

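Transgenic 21-nt RNAs amounted to 48.6 RPM in EY08176 (95% Wilson interval 42.2–56.0), 53.1 RPM in EY03383 (48.8–57.8), 14.6 RPM in EY00453 (12.7–16.9), 4.96 RPM in EY00802 (4.15–5.94) and 8.76 RPM in EY09966 (6.86–11.2). Compared with EY03241, the log2 ratios were 5.92 (p = 1.82e-90), 6.05 (p = 3.05e-140), 4.19 (p = 1.40e-35), 2.64 (p = 2.09e-10) and 3.46 (p = 4.11e-16) in the same order, in two-sided Fisher's exact tests. The ratio of EY03383 was 6.01 with the replicate block, the mean of 6.14 and 5.89, while the crossed pairs gave 5.77 and 6.25. EY08176 and EY03383 did not differ detectably in 21-nt RNAs (log2 ratio −0.13, p = 0.303, Fisher's exact test). Across the 5 strains, the SD of log2 RPM was 2.93 for 24–29-nt RNAs and 1.51 for 21-nt RNAs, a difference of 1.42. An exact two-sided permutation test that swaps both classes within a strain gave p = 0.062, the smallest p that the 32 swaps of 5 strains allow, so that this design cannot reach 0.05. With normalization to miR-13b, chosen after the data were seen, the difference moved most, to 0.60 (exact permutation test, p = 0.688).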

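Reads of the P-element arms cannot derive from the endogenous *white* and *yellow* genes. Since positions in the genome were not determined here, the P-element arm contigs stand for single-mapped reads. Because the assembly favoured words absent from *yw*, the absence of 24–29-nt reads on them in *yw* is partly fixed in advance. There were 362 such reads in EY08176 (92.1 RPM), 979 in EY03383 (96.1 RPM), 275 in EY00453 (21.4 RPM), 216 in EY00802 (9.09 RPM) and 18 in EY09966 (2.46 RPM), against 1 read in EY03241 (0.107 RPM). The log2 ratios to EY03241 were 9.17 for EY08176 (p = 9.30e-190), 9.23 for EY03383 (p = 7.43e-275), 7.06 for EY00453 (p = 8.19e-64), 5.83 for EY00802 (p = 6.09e-30) and 3.98 for EY09966 (p = 4.04e-06), each in a two-sided Fisher's exact test. Among the alternatives, normalization to miR-13b raised the ratio of EY08176 most, to 14.14, and contigs assembled from words of 20 nt lowered it most, to 6.74; both were chosen after the data were seen. The density of 24–29-nt RNAs on the P-element arm contigs was 25.2–45.5 RPM per kb in EY00453 and 10.3–16.1 RPM per kb in EY00802, against 2.27–5.22 and 1.04–3.72 RPM per kb on the *mini*-*white* contigs.

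**Figure D3:**
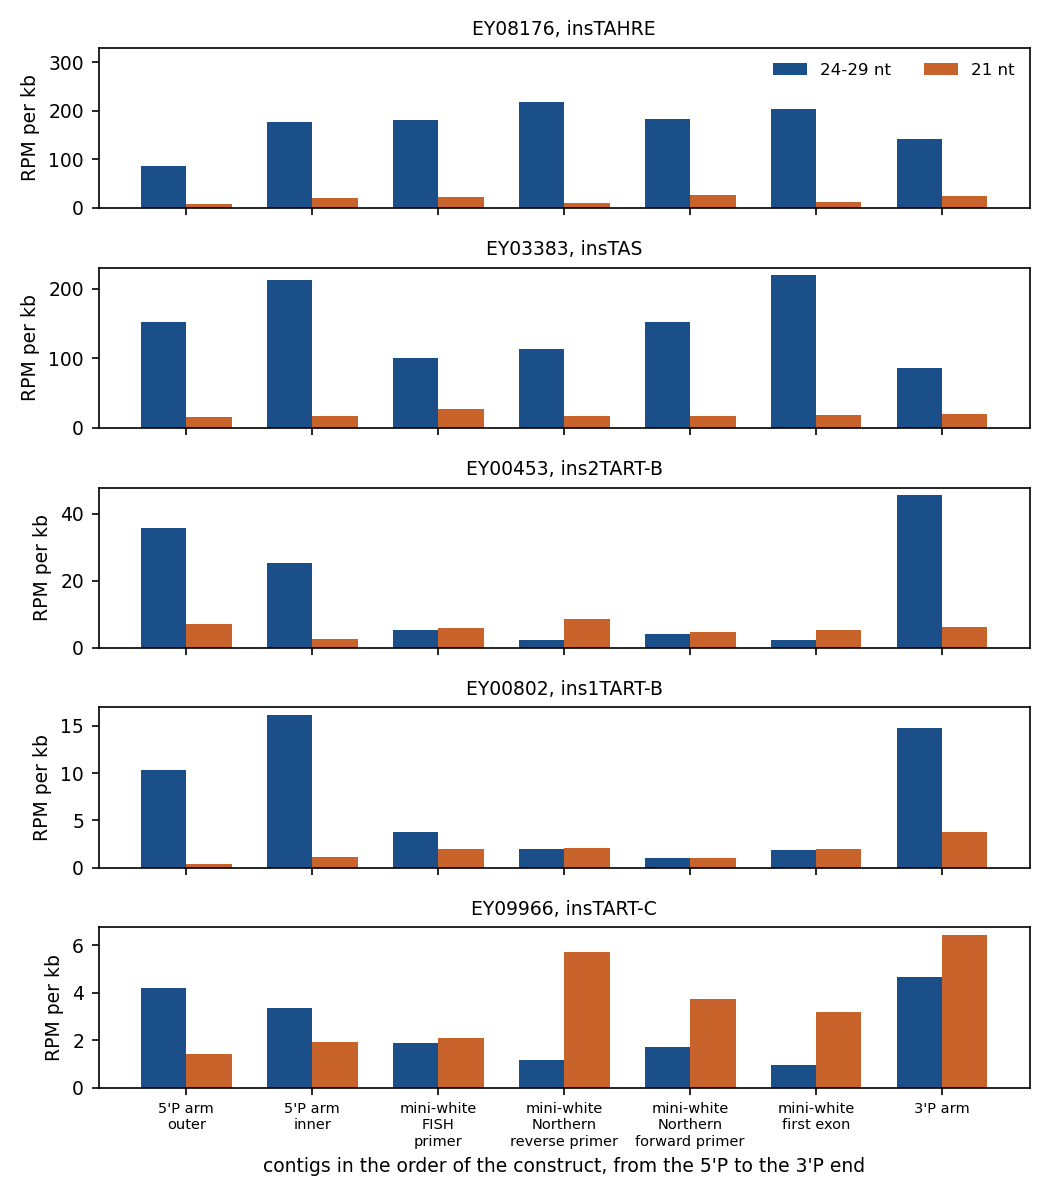
Density of transgenic 24–29-nt RNAs, in RPM per kb, on each of the 7 contigs in the order of the construct, with 1 panel for each of the 5 telomeric transgenic strains. In EY00453 every contig of the P-element arms lies at 25.2 RPM per kb or more and every *mini*-*white* contig at 5.22 or less.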

Unique mapping of the small RNAs to all telomeric transgenes revealed single-mapped piRNAs derived from the P-element fragments and linkers, confirming that the observed effects are transgene-specific (Additional file 1: Figure S3).

Northern blotting of the *white*-specific small RNAs from the ovaries of transgenic strains confirmed the presence of abundant small RNAs in EY08176 (ins*TAHRE*) and EY03383 (insTAS) strains (Fig. 1f, Additional file 1: Figure S4).

Thus, all telomeric transgenes can be considered as piRNA clusters; however, the capacity to produce piRNAs varies significantly between the transgenes integrated into different telomeric sites, with *TART* promoter regions being considerably less productive (Table 1).

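The log2 ratio of EY08176 to EY03383 in 24–29-nt RNAs was 0.24 (p = 1.94e-09, two-sided Fisher's exact test). This comparison crosses the split between libraries that begin at 18 and at 19 nt, and so small a ratio cannot be told apart from it. Both technical replicates of EY03383 (370.3 and 448 RPM) lay below the 1 library of EY08176, although they differed from each other by as much. With distinct sequences the order was reversed by a small margin, at 613.7 RPM in EY08176 and 624.8 RPM in EY03383, while it was kept under all other alternatives that were run. EY00453 exceeded EY00802, which carries the same flank of *TART*-*B*, by 1.06 (p = 5.88e-22, the same exact test), without a replicate of either strain. From the strands, length, 1U bias and 10-nt overlaps of the small RNAs of EY08176, the paper proposes that this transgene lies within a pre-existing piRNA cluster. After presenting the small RNAs of the other transgenes, the P-element-derived reads and the Northern blots, the paper concludes that all telomeric transgenes can be considered as piRNA clusters and that *TART* promoter regions are less productive sites.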

### HP1, Rhino, and H3K9me3 associate with different telomeric transgenes

The piRNA-guided transcriptional silencing is mediated by the deposition of HP1 and H3K9me3 [29, 41–43], whereas the germline-specific HP1 homolog Rhi serves as a chromatin marker of the dual-strand piRNA clusters [13–16, 44]. To answer the question if these chromatin components are associated with telomeric retrotransposons and transgenes in ovaries, we performed chromatin immunoprecipitation (ChIP) assay. The transcriptionally active *rp49* and *metRS*-*m* genes and the intergenic *60D* region were included in the analysis as negative controls. ChIP-qPCR using ORF-specific primers shows that endogenous *HeT*-*A, TAHRE,* and *TART* are enriched by HP1, Rhi, and H3K9me3 (Fig. 2). However, these data show the mean values for all telomeric copies and therefore do not reflect their possible heterogeneity. At the same time, transgene-specific primers enable us to examine the chromatin state at particular telomeric loci. Indeed, all studied transgenes were also considerably enriched in HP1 and H3K9me3, but we observed strong differences in Rhi binding among telomeric transgenes (Fig. 2). While Rhi occupancy was very high in two regions (5′ P-element arm and *mini*-*white*) of EY08176 (ins*TAHRE*), Rhi binding to *TART* transgenes was much less pronounced but statistically significant (Fig. 2; Additional file 1: Figure S5).

**Fig. 2:**
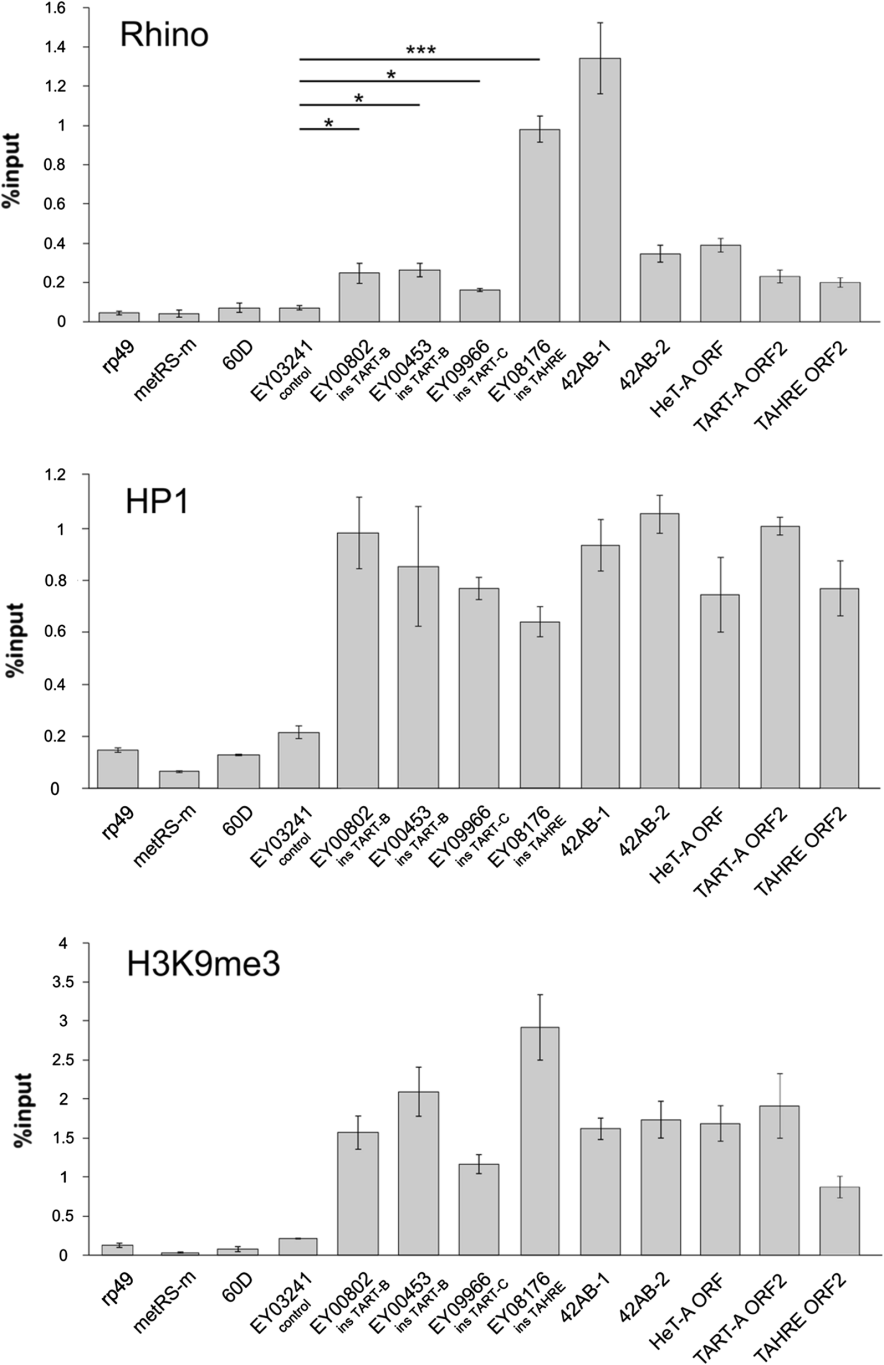
Chromatin components of the telomeric regions. HP1, H3K9me3, and Rhi occupancies at P{EPgy2} transgenes were estimated by ChIP-qPCR using primers corresponding to 5′-P-element transgenic sequence. Primers corresponding to ORFs were used for the analysis of endogenous *HeT*-*A, TART*-*A,* and *TAHRE.* Two regions of the *42AB* piRNA cluster are enriched in all studied chromatin components. *rp49, metRS*-*m,* and *60D* regions are used as negative controls. Asterisks indicate statistically significant differences in Rhi enrichment relative to EY03241 (control) (*P < 0.05 to 0.01, **P < 0.01 to 0.001, ***P < 0.001, unpaired *t* test). The difference in the HP1 binding between transgenes is statistically insignificant

We conclude that telomeric retrotransposon arrays are heterogeneous in piRNA production, which correlates with Rhi binding. At the same time, all telomeric transgenes, regardless of the piRNA production rate and Rhi binding, associate with HP1 and H3K9me3 in ovaries. These observations raise the question regarding the role of the piRNA pathway in deposition of HP1 and H3K9me3, which are crucial for telomere function.

### piRNAs are required for deposition and maintenance of HP1, Rhi, and H3K9me3 chromatin components at telomeric retrotransposon arrays in ovaries

HP1 and H3K9me3 are important components of telomeric chromatin that are involved in the control of telomere length in different species including mammals [45]. HP1 and H3K9me3 are also present in the *Drosophila* telomeres in somatic tissues [31, 46, 47]; however, the mechanisms underlying their deposition at the telomere are not clear and likely differ between somatic and germline tissues. To study the role of the piRNA pathway in the deposition of HP1, H3K9me3, and Rhi at telomeres, we examined the association of these proteins with telomeric transgenes and endogenous telomeric repeats upon piRNA loss caused by depletion of the RNA helicase Spindle-E (SpnE) [3, 48]. In addition, we compared the chromatin dynamics of telomeric and non-telomeric piRNA clusters. We demonstrated that *spnE* mutation caused a considerable decrease in the association of HP1, Rhi, and H3K9me3 with the EY08176 telomeric transgene as well as with endogenous *HeT*-*A, TAHRE,* and *TART*-*A* elements accompanied by activation of their expression (Fig. 3a; Additional file 1: Figure S6). This result agrees with the previously observed loss of H3K9me3 and HP1 from *HeT*-*A* upon piRNA pathway disruption [28, 29]. In contrast to the telomeric regions, Rhi, HP1, and H3K9me3 are not displaced from *42AB* locus, *38C1,* and other dual-strand piRNA clusters in ovaries of *spnE* mutants (Fig. 3a). It is worth noting that different piRNA clusters use various mechanisms of transcriptional regulation. Transcription of most dual-strand piRNA clusters is initiated at random sites and regulated by non-canonical mechanisms. Several piRNA clusters, including *38C1*, use flanking promoters along with internal initiation sites for piRNA precursor transcription [15]. However, chromatin of the *38C1* cluster, as well as other non-telomeric clusters, is not changed in *spnE* mutant ovaries (Fig. 3a).

**Fig. 3:**
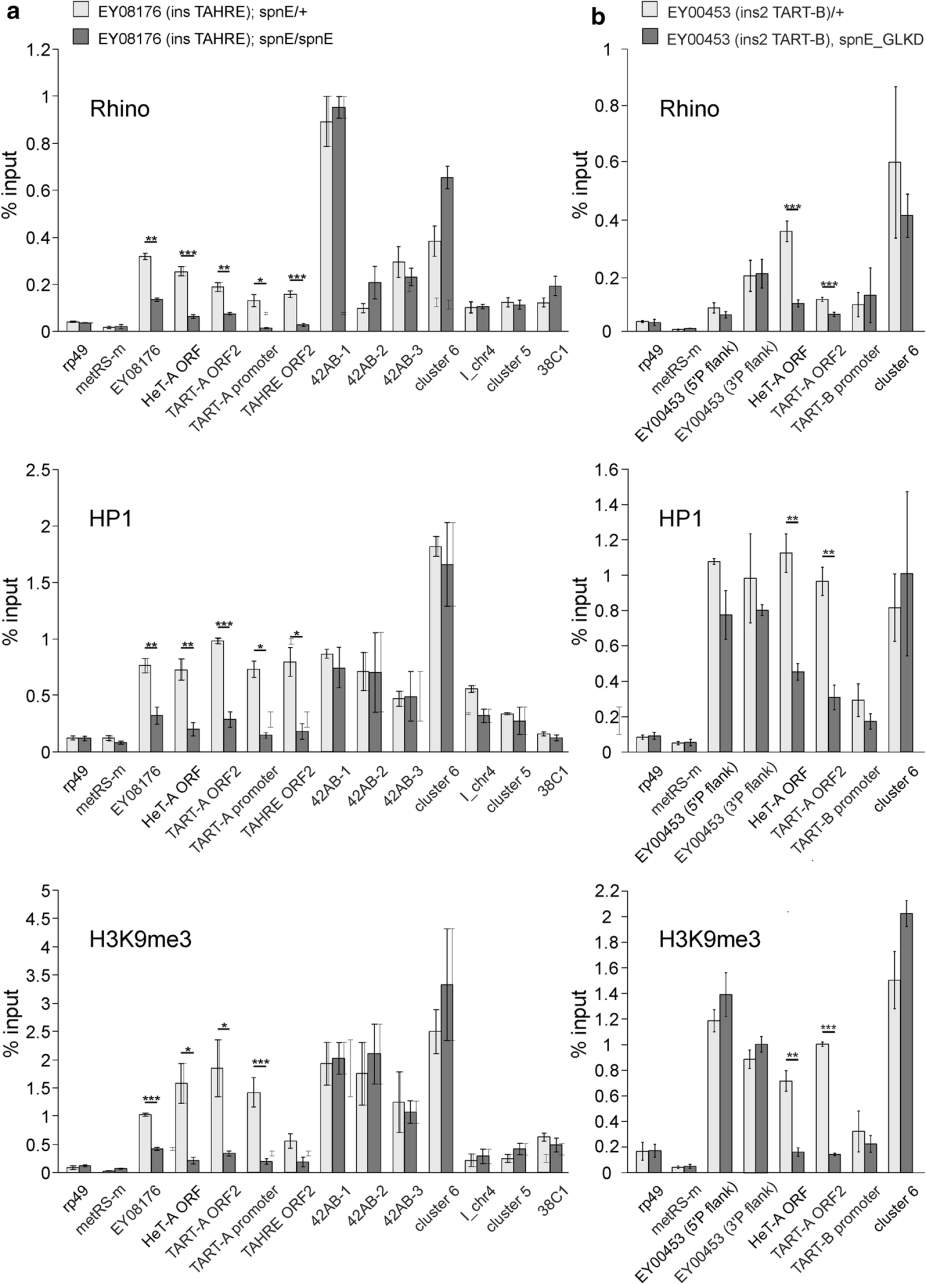
Role of piRNA pathway in the deposition of HP1, Rhi, and H3K9me3 at telomeric transgenes and endogenous telomeric retrotransposons in ovaries. **a** ChIP-qPCR analysis of HP1, Rhi, and H3K9me3 enrichment at EY08176 transgene (ins*TAHRE*), endogenous *HeT*-*A, TART*-*A, TAHRE* and a set of dual-strand piRNA clusters in ovaries of hetero- and trans-heterozygous (*spn*-*E*^*1*^*/spn*-*E*^*hls3987*^*) spindle*-*E* mutants. Asterisks indicate statistically significant differences in chromatin protein levels at the indicated regions between *spnE*/+ and *spnE/spnE* (*P < 0.05 to 0.01, **P < 0.01 to 0.001, ***P < 0.001, unpaired *t* test). **b** ChIP-qPCR analysis of HP1, Rhi, and H3K9me3 enrichment at EY00453 (ins2*TART*-*B*), endogenous *HeT*-*A, TART*-*B,* and dual-strand piRNA cluster 6 in ovaries upon *spnE* germline knockdown. Here, we used primers specific to the transgene insertion site instead of those to 5′P due to the presence of additional P-element-based constructs in the genome. The *TART*-*B* promoter was amplified using a primer pair surrounding the ins*TART-B* insertion

To examine the chromatin dynamics of the EY00453 transgene (ins2*TART*-*B*), we genetically combined it with the *spnE* short hairpin construct because the *spnE* locus is located on the same chromosome as the transgene insertion site, making it difficult to combine the transgene and *spnE* mutations. It is remarkable that the chromatin of this transgene is resistant to piRNA loss caused by *spnE* depletion (Fig. 3b), suggesting that the mechanism of chromatin maintenance at the regulatory region of *TART* is different from the other telomeric regions. We suggested that the *TART* promoter is resistant to piRNA-mediated chromatin assembly. We therefore performed ChIP-qPCR using primers specific to the endogenous *TART*-*B* promoter region in the vicinity of the ins*TART*-*B* transgene insertion site. These data show that chromatin in this region is also resistant to piRNA loss caused by *spnE* depletion (Fig. 3b). Surprisingly, the promoter regions of *TART*-*A* elements lose HP1, Rhi, and H3K9me3 in *spnE* mutants (Fig. 3a). The possible explanation for the differences between ChIP data on promoter and ORF regions of endogenous *TART*s related to different subfamilies is that *TART* copies are heterogeneous in chromatin structure and Rhi binding; however, the nature of this heterogeneity is still unclear and requires further investigation. Of note, the levels of Rhi vary at two different positions of *42AB*, which likely reflects the intrinsic heterogeneity of the chromatin structure of natural piRNA clusters.

Thus, ChIP data suggest that the piRNA pathway provides a germline-specific mechanism for HP1, Rhi, and H3K9me3 deposition at different telomeric regions. Additionally, it is essential for maintenance of this chromatin state during gametogenesis in contrast to the non-telomeric dual-strand piRNA clusters.

### piRNAs are required for telomere localization at the nuclear periphery but are dispensable for telomere capping and clustering in the germline

To verify the association of Rhi with endogenous telomeres in wild type ovaries and upon piRNA loss, we visualized *HeT*-*A* and *TART* using DNA FISH combined with Rhi immunostaining. In contrast to the giant polytene chromosomes of salivary glands, the chromatids of highly polyploid nurse cells are only partially conjugated, allowing for detection of numerous DNA FISH signals. In the ovaries of the *yw* strain, most *HeT*-*A* foci are clustered and overlap with the largest Rhi foci, forming rosette-like structures near the nuclear envelope in the different *D. melanogaster* strains (Fig. 4a; Additional file 1: Figure S7a). We observed that the clustered *HeT*-*A* signals lose Rhi and are located toward the nuclear interior in *spnE* and *piwi* piRNA pathway gene mutants, although in *zucchini (zuc)* mutants these effects are less pronounced (Fig. 4a; Additional file 1: Figure S7b). According to previously published data, the same *zuc* mutation exerted a weak effect on the abundance of *HeT*-*A*-specific piRNAs compared to *piwi* and *spnE* [48], even though it is the most severe allelic combination of *zuc* [49]. Most likely, *zuc* function is less important in *HeT*-*A* chromatin assembly than that of *piwi* and *spnE*.

**Fig. 4:**
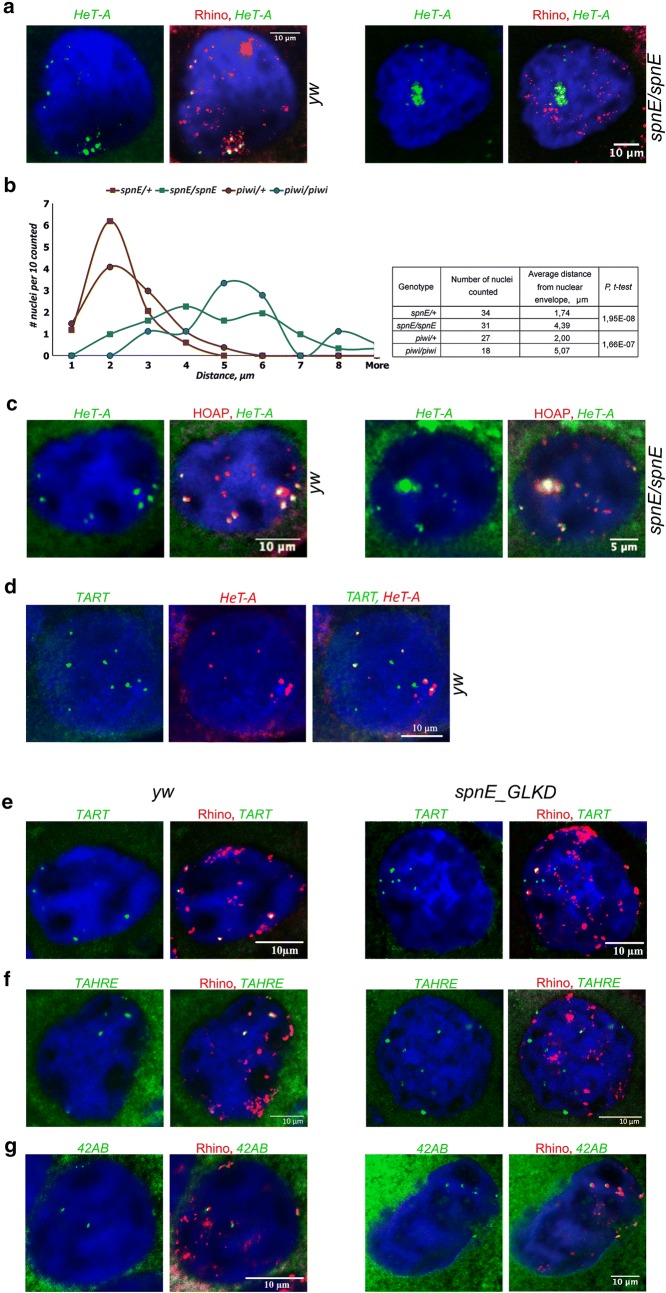
piRNAs are required for telomere localization at nuclear periphery. **a** DNA FISH with *HeT*-*A* (green) combined with Rhi staining (red) was performed on ovaries of the *yw* strain and of the *spn*-*E*^*1*^*/spn*-*E*^*hls3987*^ mutants. **b** Estimation of the positioning of clustered *HeT*-*A* signals relative to the nuclear surface of nurse cells by 3D quantitative confocal image analysis of *HeT*-*A* DNA FISH on ovaries of *spnE/*+, *spn*-*E*^*1*^*/spn*-*E*^*hls3987*^, *piwi*/+, and *piwi*^*2*^*/piwi*^*Nt*^ mutants. **c** piRNAs are dispensable for telomere capping and telomere clustering. DNA FISH with *HeT*-*A* probe combined with HOAP staining was performed on ovaries of the *yw* and *spn*-*E*^*1*^*/spn*-*E*^*hls3987*^ strains. **d** Double DNA FISH with *HeT*-*A* (red) and *TART* (green) probes was performed on ovaries of the *yw* strain. **e**, **f** piRNA pathway disruption causes loss of Rhi from *TART* but not from the *42AB* piRNA cluster. DNA FISH (green) with *TART-A* (**e**) or *42AB* (**f**) probes combined with Rhi staining (red) was performed on ovaries of the *yw* and *spn*-*E*^*1*^*/spn*-*E*^*hls3987*^ strains. DNA is stained with DAPI (blue). Nuclei of nurse cells from VIII to X stages of oogenesis are shown

Positioning of the clustered *HeT*-*A* signals relative to the nuclear surface was estimated by 3D quantitative confocal image analysis of *HeT*-*A* DNA FISH samples on ovaries of the control, *spnE,* and *piwi* mutant flies. It was found that the distance from the center of the *HeT*-*A* FISH signal to the nuclear periphery of nurse cells increased significantly in *spnE* and *piwi* trans-heterozygous mutants compared to heterozygous controls (Fig. 4b).

Next, we addressed a question concerning the role of piRNAs in the deposition of the protective capping complex at the chromosome ends in the germline. We performed *HeT*-*A* DNA FISH combined with immunostaining of HOAP—the main component of the *Drosophila* telomere capping complex [50]—on ovaries of control flies and *spnE* mutants. HOAP extensively colocalizes with the clustered and individual *HeT*-*A* signals both in control and mutant nurse cell nuclei (Fig. 4c). Those HOAP signals that do not colocalize with *HeT*-*A* most likely correspond to telomeres lacking full-length *HeT*-*A* copies, since the *HeT*-*A* probe contains an ORF fragment. Previously, ChIP analysis showed a reduction of *HeT*-*A* enrichment by HOAP in *aubergine* and *armitage* but not in *ago3* and *rhi* piRNA pathway gene mutants [51]. Thus, HOAP loading at telomere ends appears to be mediated by the specific piRNA pathway components but not by piRNAs.

We suggested that the differences in chromatin structure and piRNA production between the telomeric transgenes might be explained by specific features of the telomeric retroelements in which they are inserted. Using dual color DNA FISH with *HeT*-*A* and *TART* probes corresponding to their ORFs, we showed that *HeT*-*A* and *TART* had different distributions in the nuclei of polyploid nurse cells. Surprisingly, in contrast to the clustered *HeT*-*A* foci, the majority of *TART* signals were separated, and only a few of them colocalized with *HeT*-*A* (Fig. 4d). Most likely, this pattern can be explained by the fact that the full-length *HeT*-*A* and *TART* are not present at all telomeres in the *yw* strain. In addition, *TART*-enriched telomeres do not seem to be involved in telomere clustering, in contrast to *HeT*-*A*-enriched telomeres. The *TART* DNA FISH combined with Rhi immunostaining demonstrates that the single *TART* signals colocalize with small individual Rhi foci (Fig. 4e). This pattern agrees with ChIP results showing that Rhi is deposited less at endogenous *TARTs* and *TART* transgenes than at *HeT*-*As*. *TAHRE* DNA FISH signals overlap with large Rhi foci (Fig. 4f). Depletion of *spnE* led to a dramatic decrease in the colocalization of Rhi with *HeT*-*A, TAHRE,* and *TART*-*A* DNA FISH signals in contrast to the *42AB* signals, and the latter continue to be associated with Rhi (Fig. 4; Additional file 2: Table S2).

Thus, piRNAs contribute significantly to the deposition of HP1, Rhi, and H3K9me3 at the telomeric *HeT*-*A*–*TART*–*TAHRE* arrays and to the nuclear position of telomeres in the germline. However, piRNAs play a minor role in the formation of the telomere capping complex and telomere clustering.

### Structure of subtelomeric chromatin in the germline

*Drosophila* TAS regions consist of complex satellite-like tandem repeats. In the germline, these regions produce abundant piRNAs and are related to the most potent piRNA clusters [10]. On the contrary, in somatic cells, the *Drosophila* TASs are enriched in H3K27me3 marks and bind Polycomb group (PcG) proteins [31–33], which induces silencing of transgenic constructs inserted in TASs, a phenomenon known as the telomeric position effect [52, 53]. Thus, the chromatin structure of TAS regions is likely to be regulated in a tissue-specific manner. Using transgene-specific primers, we performed chromatin analysis of the EY03383 transgene (insTAS) in *Drosophila* ovaries and observed its enrichment in HP1, H3K9me3, and Rhi (Fig. 5a) which is in accordance with the piRNA production by this transgene (Fig. 1). To examine the chromatin state of endogenous TAS in the germline, we performed TAS DNA FISH combined with immunostaining of Rhi and H3K27me3—histone modification, associated with PcG silencing. The DNA probes corresponding to the 2R-3R and 2L-3L TASs were used for FISH on the ovaries of the control *yw* strain. TAS signals show a much stronger colocalization with Rhi than with H3K27me3 in the nuclei of nurse cells (Fig. 5b, Additional file 2: Tables S2, S3). We observed a loss of colocalization between Rhi foci and TAS signals in *spnE* mutants and upon *piwi* germline knockdown; at the same time, colocalization of H3K27me3 and TAS signals remained at a low level in the nurse cell nuclei of *spnE* mutants (Fig. 5b, Additional file 1: Figure S8). Thus, the PcG-dependent silencing of TAS is not established in the germline, which is in contrast to somatic tissues.

**Fig. 5:**
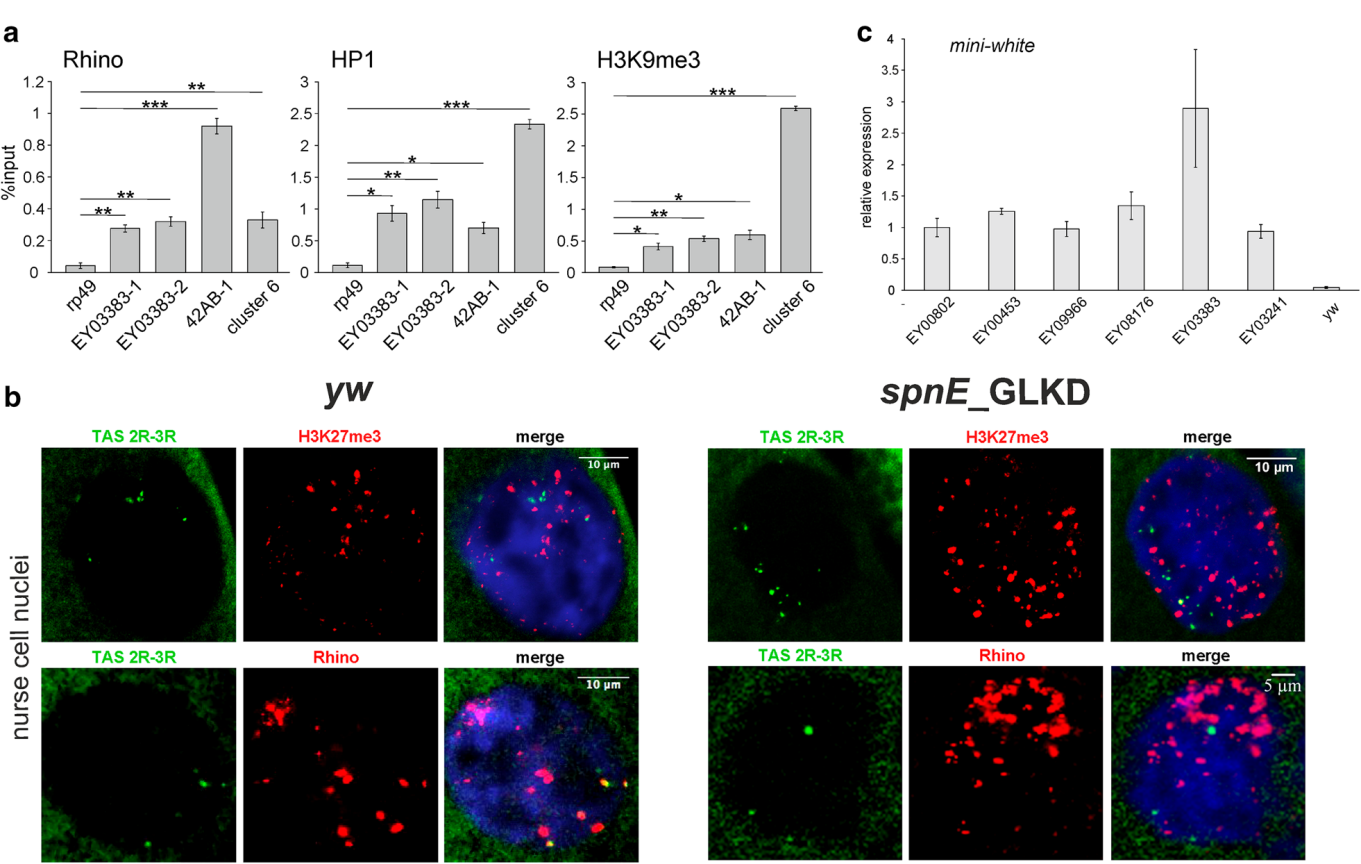
Comparison of subtelomeric chromatin structure in somatic and ovarian tissues. **a** HP1, H3K9me3, and Rhi occupancy at the EY03383 transgene located in the 2R TAS was estimated by ChIP-qPCR. *rp49* and *metRS*-*m* regions are used as negative controls. **b** DNA FISH with TAS 2R-3R probe (green) combined with Rhi (red) or H3K27me3 (red) staining was done on ovaries of *yw* and *spn*-*E*^*1*^*/spn*-*E*^*hls3987*^ strains. Nuclei of nurse cells (stage VIII–X) are shown. **c** RT-qPCR analysis of the expression levels of transgenic *mini*-*white* in ovaries of transgenic strains. *white*-specific primers detect only transgenic transcripts because endogenous *white* is partially deleted

Next, we compared the expression activity of telomeric transgenes in ovaries. We found that the steady-state RNA levels of *mini*-*white* reporter gene were equally low in all transgenic strains but exceeded background signal in the *yw* strain in which *white* locus was partially deleted (Fig. 5c). Low levels of *mini*-*white* transcripts can be explained by a weak activity of the *white* promoter in the ovaries. Simultaneously, active expression of the *mini*-*white* reporter was observed in the eyes of EY08176 (ins*TAHRE*), EY00802 (ins1*TART*-*B*), and EY00453 (ins2*TART*-*B*) transgenic strains but not in EY03383 (insTAS) and EY09966 (ins*TART*-*C*) strains. Thus, the transcription activity of transgenes located at different positions within the telomere is similar in the germline but differs considerably in the somatic tissues and appears to be defined by the tissue-specific chromatin structure.

## Discussion

### piRNA production and Rhi binding differ along the telomeric region

In this study, we described telomeres as piRNA clusters using a combination of different approaches. The data on endogenous telomeric retrotransposons show that they produce piRNAs and associate with Rhi. Intriguingly, the piRNA production by individual telomeric transgenes depends on the type of telomeric retrotransposon in which the transgene is inserted. The transgene located within *TAHRE* produces considerably more piRNAs and shows stronger enrichment in Rhi than the transgenes located in the promoter region of *TART* elements. Accordingly, we revealed the low level of Rhi biding to the endogenous *TART*-*B* promoter region. Moreover, Rhi immunostaining and *TART* FISH data also demonstrate that much less Rhi is deposited on *TART* in comparison with *HeT*-*A*, suggesting a lower susceptibility of *TART* elements to engagement in piRNA production in general. Most likely, *TART* copies are not equivalent in their capacity for piRNA production and Rhi binding, although the nature of these differences is unclear. Previously published works have already underlined the strong differences between *HeT*-*A* and *TART* in genomic copy number, structure, patterns of transcription, and response to piRNA pathway disruption [3, 22, 54, 55]. *TART* transcripts are more stable [54], which can be explained by their role in providing reverse transcriptase (RT) for the transpositions of the main structural telomeric element *HeT*-*A* lacking RT. We suggested the intriguing possibility that the transcripts of full-length *TART* copies might be protected from piRNA biogenesis machinery by an unknown mechanism to ensure encoding of the crucial enzyme for telomere elongation, *TART* RT, in the germline.

Telomeric chromatin plays a pivotal role in telomere protection and maintenance. HP1 and H3K9me3 regulate capping, telomeric repeat silencing, and control of their transpositions onto chromosome ends [46, 47, 56]. Interestingly, all telomere insertions bind similar amounts of HP1 and H3K9me3 but strongly differ in Rhi association. Surprisingly, strong enrichment of the EY08176 transgene in Rhi, which recognizes the same H3K9me3 marks as HP1, does not abolish or significantly reduce HP1 binding compared to the *TART* insertions, indicating that Rhi and HP1 do not compete with each other for binding sites at telomeric chromatin. Thus, our data revealed heterogeneity in piRNA production and Rhi deposition within telomeric repeats. *TART* retrotransposons are less susceptible to Rhi binding than are *HeT*-*A* and *TAHRE*.

### Telomeric regions represent a distinct type of self-targeting dual-strand piRNA cluster

piRNA sources and piRNA targets are mainly represented by different genomic loci in the *Drosophila* germline. The piRNA clusters, enriched in damaged TE fragments, produce piRNAs that target active TEs [10, 29]. The telomeric piRNA clusters have a dual nature, possessing properties of both piRNA-clusters and piRNA-targets. It is well known that the piRNA targets are silenced at the transcriptional level via the assembly of repressive chromatin; loss of piRNAs causes strong reduction of HP1 and H3K9me3 marks at complementary targets, leading to their overexpression [25, 28, 29, 41, 42]. However, piRNA loss fails to activate non-telomeric piRNA cluster transcription and switching from a repressive to an active chromatin state [15, 17, 29].

In-depth analysis of the telomeric piRNA clusters revealed strong differences in chromatin dynamics between telomeric and non-telomeric piRNA clusters. Using different approaches, we demonstrated that the piRNA pathway mutations induce loss of HP1, H3K9me3, and Rhi from the telomeric transgene located in the *TAHRE*–*HeT*-*A* arrays, as well as from endogenous telomeric retrotransposons and TAS, in contrast to non-telomeric piRNA clusters. Of note, HP1 and H3K9me3 association with the EY00453 transgene (ins*TART*) is not affected by *spnE* depletion, indicating that the chromatin status of this insertion region or particular *TART* copies is maintained by piRNA-independent mechanism.

It has been shown that maternal and/or zygotic piRNAs were sufficient to induce formation of repressive chromatin at non-telomeric piRNA clusters in early embryogenesis and that this state was maintained during germ cell development, even upon piRNA loss at later developmental stages [17]. In contrast, piRNAs are required at all stages of germline development to maintain telomere silencing. Accordingly, it was also reported that piRNA production from the dual-strand *42AB* piRNA cluster was far less sensitive to germline depletion of Rhi or HP1a compared to the subtelomeric piRNA clusters and transgene located in this region [34]. Thus, the chromatin dynamics of telomeric retrotransposons are more similar to those of the piRNA targets than of the “canonical” dual-strand piRNA clusters. At the same time, the telomeric regions bind Rhi and produce piRNA precursors from both genomic strands and are thus attributed to the dual-strand piRNA clusters.

We propose that the fundamental difference between Rhi-dependent telomeric and non-telomeric piRNA clusters is due to their different transcriptional regulation. Strong bidirectional promoters drive transcription of the telomeric retroelements [39, 57, 58]. The loss of piRNAs causes activation of the promoters in telomeres resulting in switching from a repressive to an active chromatin state [25, 58]. In contrast, no discrete well-defined promoters were revealed within most of the heterochromatic non-telomeric piRNA clusters [59]. Transcription of certain clusters, such as *38C1*, is initiated not only from internal initiation sites but also from flanking promoters, which differ significantly from canonical promoters [15]. Accordingly, the chromatin of all piRNA clusters we tested, including *38C1,* is resistant to piRNA loss. The TATA box-binding protein (TBP)-related factor 2 (TRF2) and Moonshiner, a paralog of a transcription factor IIA (TFIIA), are required for non-canonical transcription initiation and piRNA production from most of the non-telomeric clusters [59]. In contrast, we described TRF2 as a strong repressor of *HeT*-*A/TAHRE* transcription, which is dispensable for *HeT*-*A* small RNA production [60]. In fission yeast, high levels of transcriptional activity at the siRNA target locus prevent heterochromatin assembly apparently through the displacement of the silencing complex [61], thereby indicating that the transcription status of the locus and nature of promoters are important factors that influence chromatin remodeling caused by small RNAs.

We found that the clustered *HeT*-*A* copies, normally positioned at the nuclear periphery, were located more toward the nuclear center following the loss of piRNAs. We suggest that this process is induced by the massive *HeT*-*A* overexpression and is related to the expression-dependent nuclear positioning phenomenon described by several groups (for review see [62]). The state of telomeres resulting from piRNA loss can be defined as telomere dysfunction. It is believed that various signaling mechanisms from dysfunctional telomeres can link telomere integrity and cell cycle regulation [63]. We suggest that telomere dysfunction caused by piRNA loss is directly linked to the developmental defects observed in piRNA pathway mutants.

Telomere clustering at the nuclear envelope is a commonly observed but not absolute phenomenon. Telomere clustering in close proximity to the nuclear periphery was observed in the *Drosophila* somatic cells [64, 65]. However, telomeres are not clustered but do associate with the nuclear envelope in *Drosophila* oocytes at the pachytene stage of meiosis [66]. We revealed clustering of the *HeT*-*A* DNA FISH signals next to the nuclear periphery in the nuclei of polyploid nurse cells; however, it is unclear which particular telomeres are involved in clustering. piRNA loss affects the peripheral localization of telomeres in the germline but does not alter telomere clustering or the assembly of the telomere capping complex.

In addition to the telomeric regions, some recently transposed transcriptionally active TE copies inserted into euchromatin produce piRNAs [18]. Strong reduction in the H3K9me3 and Rhi association upon *piwi* depletion is observed for such TE copies [15]. The main difference between the telomeric arrays and individual TE copies is that the latter are targeted by piRNAs, mainly produced by other piRNA clusters or TE copies. We conclude that the telomeric piRNA clusters constitute a specific type of Rhi-dependent actively transcribed piRNA clusters, which are highly sensitive to the presence of piRNAs (Fig. 6a).

**Fig. 6:**
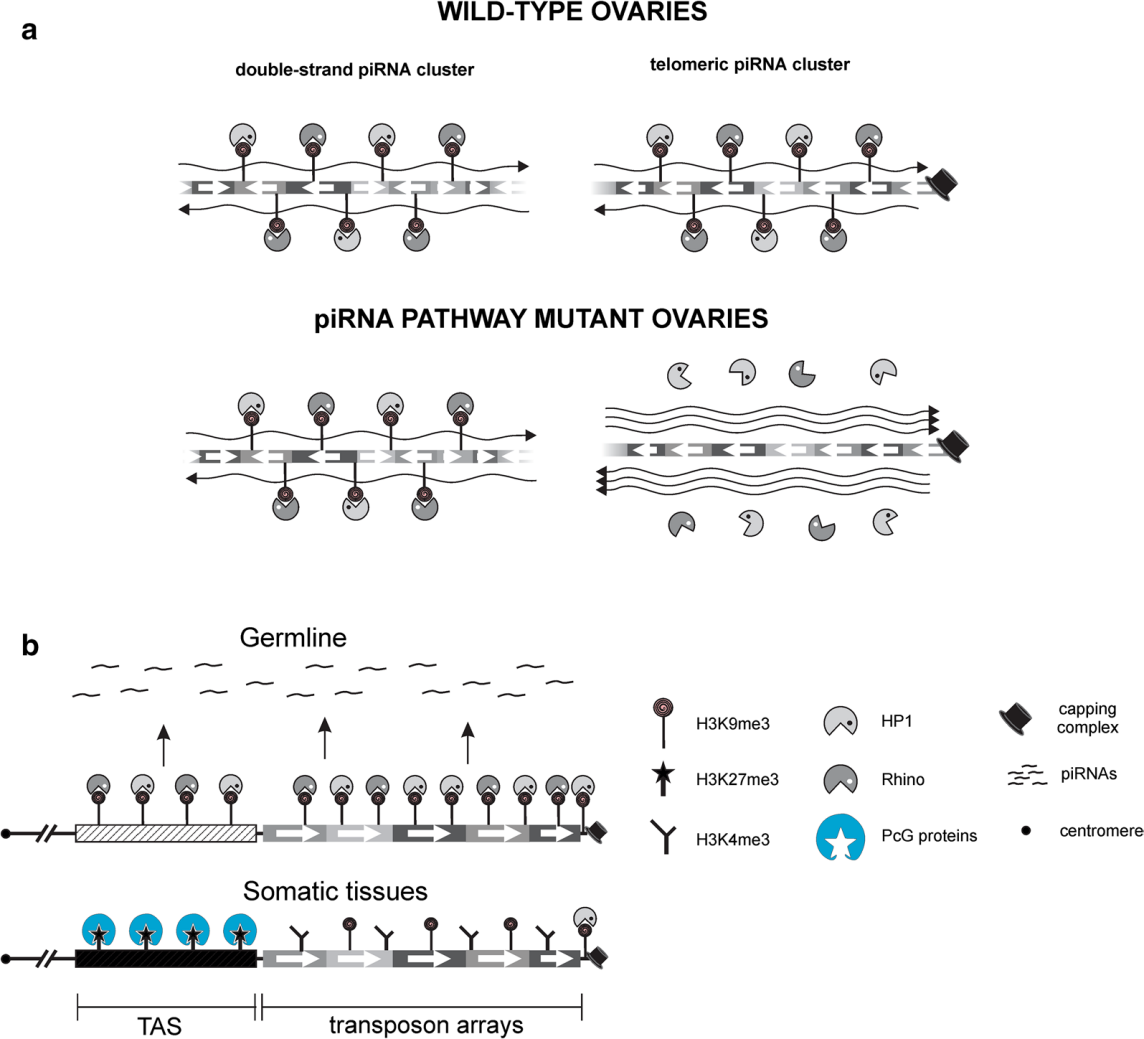
Telomeres represent a distinct type of self-targeting dual-strand piRNA cluster. **a** Schematic representation of three types of dual-strand piRNA clusters. The chromatin structure of “canonical” dual-strand piRNA clusters is established by maternally inherited piRNAs but maintained by a piRNA-independent mechanism. On the contrary, piRNAs are strongly required for maintenance of the chromatin state of telomeric and euchromatic TE-associated piRNA clusters during oogenesis. Assembly of telomere protection capping complex is not affected by piRNAs. **b** Comparison of telomeric chromatin in somatic and germ cells. A schematic distribution of chromatin components along telomeric retrotransposon arrays and TAS is based on our study and previously published results [30, 31, 33]. In somatic tissues, TAS and *HeT*-*A*–*TART*–*TAHRE* arrays are subdivided into repressed and transcriptionally active domains, respectively. In the germline, both telomeric regions form piRNA cluster(s) enriched in HP1, H3K9me3, and Rhi

### Germline-specific chromatin structure of *Drosophila* telomeres

Comparing the expression and chromatin structure of the telomeric transgenes in ovaries and somatic tissues reveals fundamental differences (Fig. 6b). Based on their ability to silence transgenes in somatic tissues, the TAS regions were defined as a heterochromatic domain, while the telomeric retrotransposon arrays were considered to be a transcriptionally active subdomain [30, 31]. Remarkably, the subtelomeric regions of diverse organisms consist of highly variable sequences that exert a silencing effect on transgenes integrated within these regions [67]. Thus, the conserved silencing capacity of TAS is presumably important for telomere function. We observed the similar chromatin properties of TAS and terminal *HeT*-*A*–*TART*–*TAHRE* arrays in the *Drosophila* germline. Both telomeric regions produce piRNAs, bind Rhi, and are expressed at a similar low level (Table 1). Our data raise an intriguing question about the competition, or developmentally regulated replacement, of different chromatin complexes at TASs. PcG protein binding sites were revealed in TAS repeats [32]. Indeed, immunostaining and genetic analysis of the PcG protein mutants clearly demonstrate that the TAS zone serves as a platform for PcG protein-mediated chromatin assembly in somatic tissues [31, 32]. We suggest that initiation of the piRNA precursor transcription in TAS displaces the PcG complexes or prevents their deposition in the germline. Our data agree with the previous observation that Piwi negatively regulates PcG protein binding to chromatin and H3K27me3 levels in *Drosophila* ovaries [68]. Tissue-specific silencing mechanisms have been observed by other groups; for example, the Polycomb repressive complexes were shown to silence transgenes carrying the retrotransposon *Idefix* in somatic tissues but not in ovarian follicular cells [69]. Interestingly, the retrotransposon *mdg1* copies marked by H3K27me3 in the ovarian somatic cells were not susceptible to the piRNA-mediated transcriptional silencing [42]. Our results and previously published observations indicate that complex and competitive relationships between the various chromatin complexes define the chromatin structure of the genomic loci, including telomeres, particularly in the developmental context.

## Conclusions

Our results demonstrate that the piRNA pathway is a robust mechanism of telomere homeostasis in the germline. piRNAs play a pivotal role in the establishment and maintenance of telomeric chromatin in the germline, facilitating loading of HP1 and H3K9me3 at different telomeric regions. piRNA pathway disruption results in telomere dysfunction characterized by the loss of heterochromatic markers, overexpression of telomeric repeats, and translocation of telomeres from the periphery to the nuclear interior. In contrast to somatic tissues, where TAS is a repressed domain, the *HeT*-*A*–*TART*–*TAHRE* arrays and TAS show similar chromatin structure and transcriptional status in the germline and belong to the Rhi-enriched piRNA-producing domain. However, strong heterogeneity in piRNA production and Rhi binding is observed along the telomeric transposon arrays. It is likely that *TART* retrotransposons are less susceptible to Rhi binding than *HeT*-*A.* The telomeric piRNA clusters belong to a specific type of Rhi-dependent piRNA clusters because telomeric retrotransposon transcripts driven by bidirectional promoters serve simultaneously as precursors of piRNAs and as their only targets. It is important that these transcripts are also used for telomere elongation in the germline.

## Methods

### *Drosophila* transgenic strains

Transgenic strains EY08176, EY00453, EY00802, EY09966, and EY03383 carrying the EPgy2 element and inserted within different telomeric regions were described previously [30] and were kindly provided by J. Mason. *Misy* natural strain was obtained from the collection of Institut de Genetique Humaine (CNRS), Montpellier, France. *P{EPgy2}Upf3*^*EY03241*^ (stock #16558) was obtained from the Bloomington Drosophila Stock Centre. Strains bearing *spindle*-*E* (*spn*-*E*) mutations were *ru*^*1*^ *st*^*1*^ *spn*-*E*^*1*^ *e*^*1*^ *ca*^*1*^/*TM3*, *Sb*^*1*^ *e*^*s*^ and *ru*^*1*^ *st*^*1*^ *spn*-*E*^*hls3987*^ *e*^*1*^ *ca*^*1*^/*TM3*, *Sb*^*1*^ *e*^*s*^. We used *piwi*^*2*^ and *piwi*^*Nt*^ alleles [70]. *Zuc* mutants were *zuc*^*Hm27*^*/Df(2L)PRL* trans-heterozygous flies [49]. GLKD (from “germline knockdown”) flies were F1 of the cross of two strains bearing constructs with short hairpin (sh) RNA (spnE_sh, #103913, VDRC; piwi_sh, #101658, VDRC) and strain #25751 (*P{UAS*-*Dcr*-*2.D}1, w*^*1118*^*, P{GAL4*-*nos.NGT}40*, Bloomington Stock Center) providing GAL4 expression under the control of the germline-specific promoter of the *nanos (nos)* gene.

Fluorescence in situ hybridization (FISH) with polytene chromosomes was performed as previously described [71]. A PCR fragment amplified using *white*-specific primers 5′-catgatcaagacatctaaaggc-3′ and 5′-gcaccgagcccgagttcaag-3′ was labeled with a DIG DNA labeling kit (Roche).

### RT-PCR analysis

RNA was isolated from the ovaries of 3-day-old females. cDNA was synthesized using random hexamers and SuperScript II reverse transcriptase (Life Technologies). cDNA samples were analyzed by real-time quantitative PCR using SYTO-13 dye on a Light Cycler 96 (Roche). Values were averaged and normalized to the expression level of the ribosomal protein gene *rp49*. Standard error of mean (SEM) for two independent RNA samples was calculated. The primers used are listed in Additional file 2: Table S4.

### Small RNA library preparation and analysis

Small RNAs 19-29-nt in size from total ovarian RNA extracts were cloned as previously described [38]. Libraries were barcoded according to Illumina TrueSeq Small RNA sample prep kit instructions and submitted for sequencing using the Illumina HiSeq-2000 sequencing system. 

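The lists of EY00453, EY00802, EY08176, EY09966 and *yw* also contain reads of 18 nt, while those of EY03383 and EY03241 begin at 19 nt. With the reads of 18 nt included, the totals were 12959143 for EY00453, 24082328 for EY00802, 4172422 for EY08176, 7730360 for EY09966 and 6129023 for *yw*. The reads of 18 nt entered no total used for normalization here. The longest reads had 50 nt in all libraries except EY00802, where they had 125 nt.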

After clipping the Illumina 3′-adapter sequence, small RNA reads that passed quality control and minimal length filter (> 18 nt) were mapped (allowing 0 mismatches) to the *Drosophila melanogaster* genome (Apr. 2006, BDGP assembly R5/dm3) or transgenes by bowtie [72]. Small RNA libraries were normalized to 1 Mio sequenced reads. The plotting of size distributions, read coverage, and nucleotide biases were performed as described previously [20]. Ovarian small RNA-seq data for *y*^*1*^*w*^*67c23*^ and transgenic strains EY08176, EY00453, EY00802, EY09966, EY03383, and EY03241 were deposited at the Gene Expression Omnibus (GEO), accession number GSE98981.

### Chromatin immunoprecipitation

For every IP experiment ~ 200 pairs of ovaries were dissected. ChIP was performed according to the published procedure [73]. Chromatin was immunoprecipitated with the following antibodies: anti-HP1a (C1A9, Developmental Studies Hybridoma Bank), anti-trimethyl-histone H3 Lys9 (Millipore), Rhi antiserum [58]. Primers used in the study are listed in Additional file 2: Table S4. Quantitative PCR was conducted with a Light cycler 96 (Roche). Standard error of mean (SEM) of triplicate PCR measurements for three-six biological replicates was calculated.

### FISH and immunostaining

The combined evaluation of protein and DNA localization was done according to the previously described procedure [71]. Rabbit anti-H3K27me3 (Abcam) and rat anti-Rhi antibodies [58] were used. The probes used for DNA FISH were: *TART*, cloned fragment of *TART*-*A* ORF2 corresponding to 434–2683 nucleotides in GenBank sequence DMU02279; *HeT*-*A*, cloned fragment of *HeT*-*A* ORF corresponding to 1746–4421 nucleotides in GenBank sequence DMU 06920; *TAHRE*, PCR fragment corresponding to 5147–6165 nucleotides in GenBank sequence AJ542581. The *TART* probe was labeled using a DIG DNA labeling kit (Roche), *HeT*-*A* by a Bio-Nick labeling system (Invitrogen), and *TAHRE* by PCR DIG labeling mix (Roche). Probes corresponding to 2R-3R TAS, 2L-3L TAS, and *42AB* regions were PCR fragments obtained with primers listed in Additional file 2: Table S4 and labeled with a PCR DIG DNA labeling mix (Roche). To stain DNA, ovaries were incubated in PBS containing 0.5 μg/ml DAPI. Three biological replicates were obtained for each experiment. Zeiss LSM 510 Meta and Olympus FV10i confocal microscopes were used for visualization. Confocal image z-stacks were generated with a slice step of 1.05 μM.

### Calculations of distance from the clustered *HeT*-*A* DNA FISH spots to the nuclear periphery

Calculations were performed using Imaris 7.4.2 software with manual segmentation of nuclei based on DAPI staining, automatic segmentation of in situ signal spots, and automatic calculation of a center of homogeneous mass corresponding to the main *HeT*-*A* cluster. FISH spot size is the diameter of a sphere encompassing all of the spots in the XY plane and Z position corresponding to the center of mass. The distance between the center of image masses and the nearest point on the nuclear surface was measured by increasing the radius of a sphere originated from the center of image masses until it intersected with the nuclear surface and later recording the radius as a distance. An independent two-sample *t* test was used to compare hetero- and trans-heterozygous mutants.

### Northern blot of small RNAs

Northern analysis of small RNAs was performed as previously described [20]. The *white* sense probe contained a cloned PCR fragment amplified using primers 5′-ctcacctatgcctggcacaatatg-3′ and 5′-attcagcagggtcgtctttccg-3′. Hybridization with P^32^ 5′-end-labeled oligonucleotide 5′-actcgtcaaaatggctgtgata-3′ complementary to the *miRNA*-*13b*-*1* was used as a loading control. The blots were visualized with a phosphorimager Typhoon FLA-9500 (Amersham). Northern blot quantification was done using ImageJ.

## Additional files

**Additional file 1: Figure S1.** Localization of telomeric transgenes. **Figure S2**. Profiles of telomeric retroelement small RNAs (related to Fig. 1a). **Figure S3**. Generation of small RNAs by telomeric transgenes (related to Fig. 1c). **Figure S4**. Quantification of Northern blots of small RNAs in transgenic strains (related to Fig. 1f). **Figure S5**. Rhi and HP1 occupancy at telomeric transgenes (related to Fig. 2). **Figure S6**. Expression of EY08176 telomeric transgene is increased in ovaries of the *spnE* mutants. **Figure S7**. Nuclear localization of telomeres. **Figure S8**. Subtelomeric chromatin in the germline (related to Fig. 5b).

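Table S1 lists, for each transgenic strain, the normalized numbers of piRNAs and siRNAs on the P{EPgy2} construct, and for the 5 telomeric transgenes the ratio between both classes. The ratio does not depend on the normalization, because both classes come from the same library. Derived from the deposited reads on the contigs of the P-element arms and *mini*-*white*, the ratio of 24–29-nt to 21-nt RNAs was 10.0 in EY08176, 7.75 in EY03383, 1.97 in EY00453, 2.78 in EY00802 and 0.609 in EY09966. The paper's reported ratios are 9.7, 5.6, 1.5, 1.9 and 0.7 in the same order.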

**Additional file 2: Table S1.** Small RNA mapping to the telomeric and euchromatic transgenes. **Table S2**. Colocalization of *HeT-A*, *TART* and TAS with Rhino. **Table S3**. Colocalization of TAS with H3K27me3 in the *Drosophila germline*. **Table S4**. Primers used in the study (5’-to-3’).

# Supplementary material for: Key role of piRNAs in telomeric chromatin maintenance and telomere nuclear positioning in Drosophila germline
**Source:** Epigenetics Chromatin. 2018 Jul 12;11:40. doi: 10.1186/s13072-018-0210-4
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Localization of telomeric transgenes. Figure S2. Profiles of telomeric retroelement small RNAs (related to Fig. 1a). Figure S3. Generation of small RNAs by telomeric transgenes (related to Fig. 1c). Figure S4. Quantification of Northern blots of small RNAs in transgenic strains (related to Fig. 1f). Figure S5. Rhi and HP1 occupancy at telomeric transgenes (related to Fig. 2). Figure S6. Expression of EY08176 telomeric transgene is increased in ovaries of the spnE mutants. Figure S7. Nuclear localization of telomeres. Figure S8. Subtelomeric chromatin in the germline (related to Fig. 5b).

## Supplementary figures S1-S8

### Key role of piRNAs in telomeric chromatin maintenance and telomere nuclear positioning in *Drosophila* germline

Elizaveta Radion, Valeriya Morgunova, Sergei Ryazansky, Natalia Akulenko, Sergey Lavrov, Yuri Abramov, Pavel Komarov, Sergey I. Glukhov, Ivan Olovnikov, and Alla Kalmykova

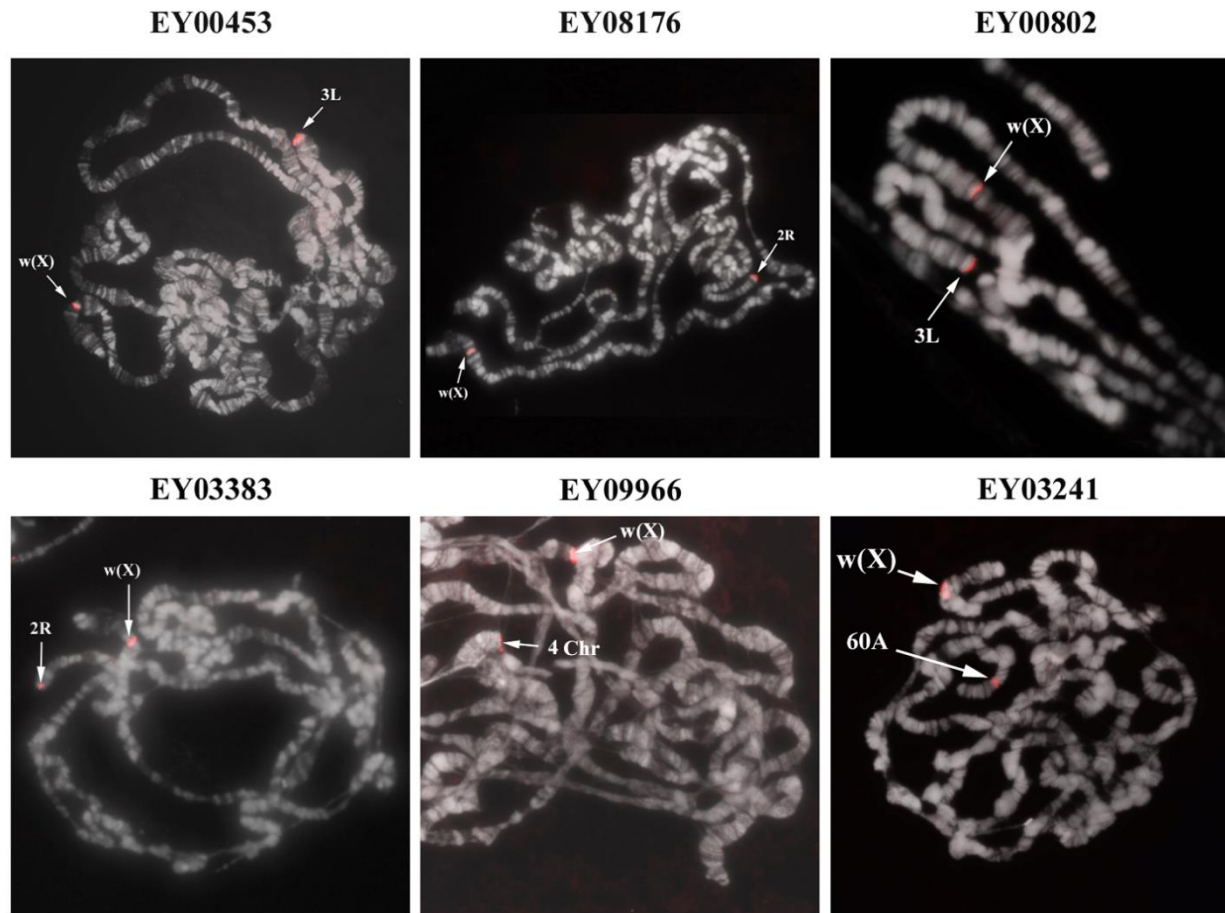

**Figure S1. Localization of telomeric transgenes.** DNA FISH with *white* probe on polytene chromosomes of salivary glands from EY08176 (insTAHRE), EY00453 (ins2TART-B), EY00802 (ins1TART-B), EY09966 (insTART-C) and EY03241 (control) *D. melanogaster* transgenic strains. Hybridization signals (red) are observed at telomeres and X chromosome corresponding to transgenes and endogenous *white* locus, respectively. EY03241 strain carries P{EPgy2} transgene in euchromatin. Chromosomes are stained with DAPI (grey).

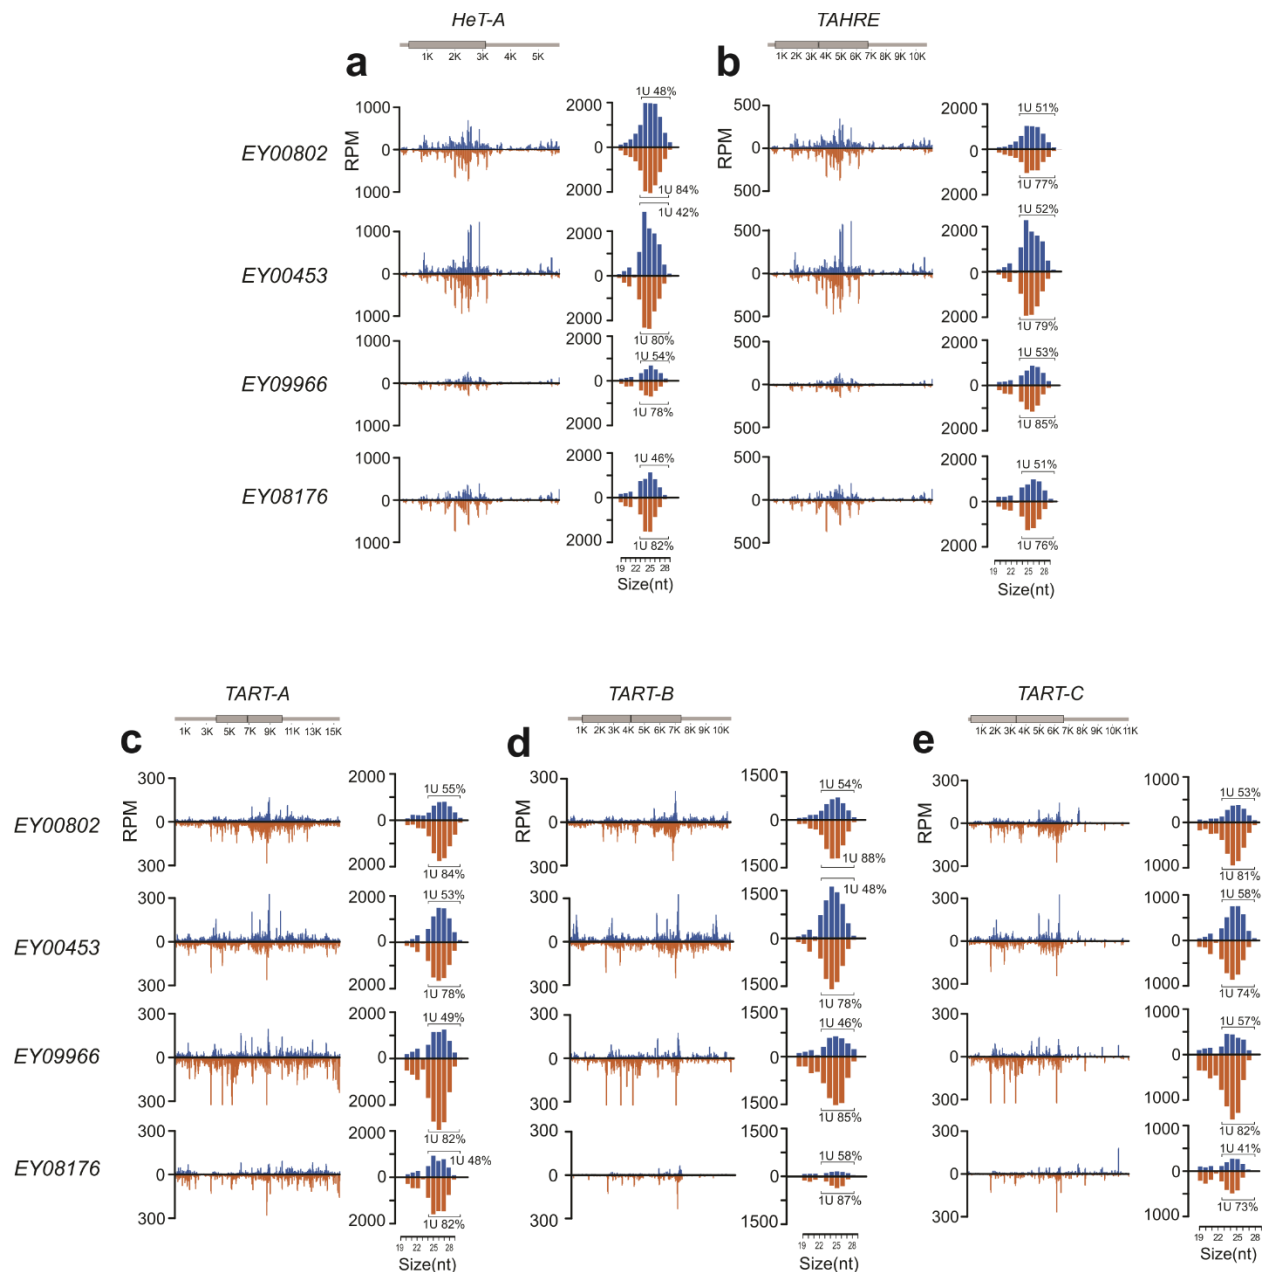

**Figure S2. Profiles of telomeric retroelement small RNAs (related to Fig. 1a).** The plots show normalized (in RPM) small RNAs from ovaries of EY08176 (insTAHRE), EY00453 (ins2TART-B), EY00802 (ins1TART-B) and EY09966 (insTART-C) mapped to the canonical sequences of *HeT-A* (A), *TAHRE* (B) and *TART* (C-E) telomeric retrotransposons. The schemes of telomeric elements are shown above.

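On the amplicons of the telomeric elements, with 0–3 mismatches, *HeT*-*A* ORF RNAs of 24–29 nt reached 340 RPM in EY08176, 287 RPM in EY00453, 384 RPM in EY00802 and 161 RPM in EY09966. Those of *TAHRE* ORF2 reached 40.7, 62.8 and 60.5 RPM in EY08176, EY00453 and EY09966, but only 5 reads (0.210 RPM) were found in EY00802. The *TART*-*A* promoter gave between 34.4 RPM in EY08176 and 57.3 RPM in EY00802. The *TART*-*B* promoter gave 232 RPM in EY00453 and 104 RPM in EY00802, which carry the transgene in this region, 38.3 RPM in EY09966 and 0.509 RPM (2 reads) in EY08176.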

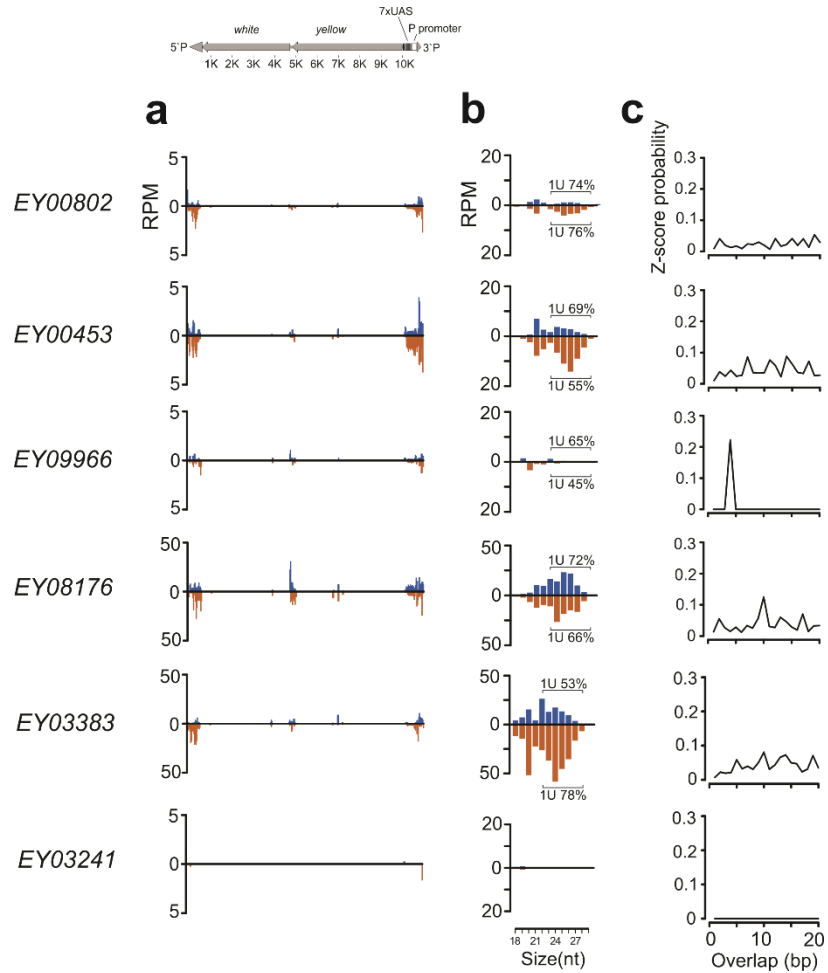

**Figure S3. Generation of small RNAs by telomeric transgenes (related to Fig. 1c).**

(A) Normalized numbers of single-mapped small RNAs mapped to EY08176 (insTAHRE), EY00453 (ins2TART-B), EY00802 (ins1TART-B), EY09966 (insTART-C) and EY03241 (control) transgenic constructs (blue – sense; brown – antisense; no mismatches allowed). 

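On the 3′P arm contig, 81 sense and 49 antisense reads of 24–29 nt were found in EY08176, 55 and 82 in EY00453, 35 and 47 in EY00802, and 4 and 4 in EY09966. On the inner contig of the 5′P arm, the numbers of sense and antisense reads were 40 and 159 in EY08176, 22 and 71 in EY00453, 9 and 101 in EY00802, and 4 and 3 in EY09966. EY03241 had 1 antisense read on this contig. These contigs contain no part of *white* or *yellow*, whereas reads of the *mini*-*white* contigs can also match the endogenous gene.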

The scheme of P{EPgy2} transgene is shown above. Length distribution of small RNAs mapping to transgene (B) and ping-pong signal analysis (C) are shown.

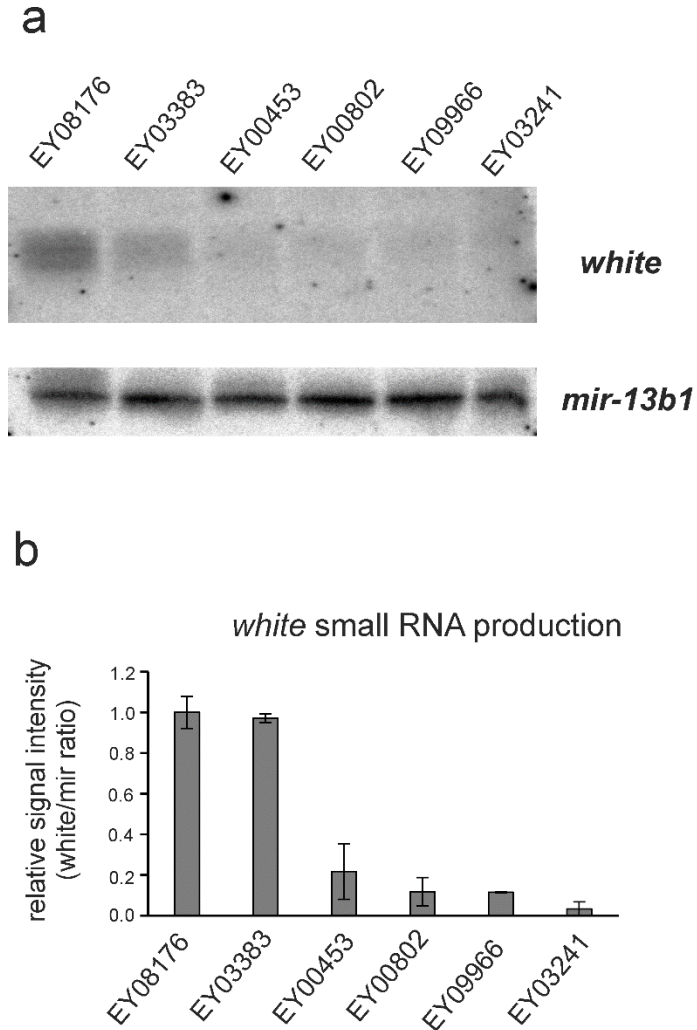

**Figure S4. Quantification of Northern blots of small RNAs in transgenic strains** (related to Fig. 1f). (A) Northern blot hybridization of small RNA isolated from the ovaries of EY08176 (insTAHRE), EY00453 (ins2TART-B), EY00802 (ins1TART-B), EY09966 (insTART-C) and EY03241 (control) strains was done with *white* riboprobe to detect antisense piRNAs. Lower panel represents hybridization to *mir-13b1* microRNA. (B) Quantification of Northern blots (Fig. 1f and S4a Fig.) showing the ratio of small RNAs in EY08176 versus other transgenic strains.

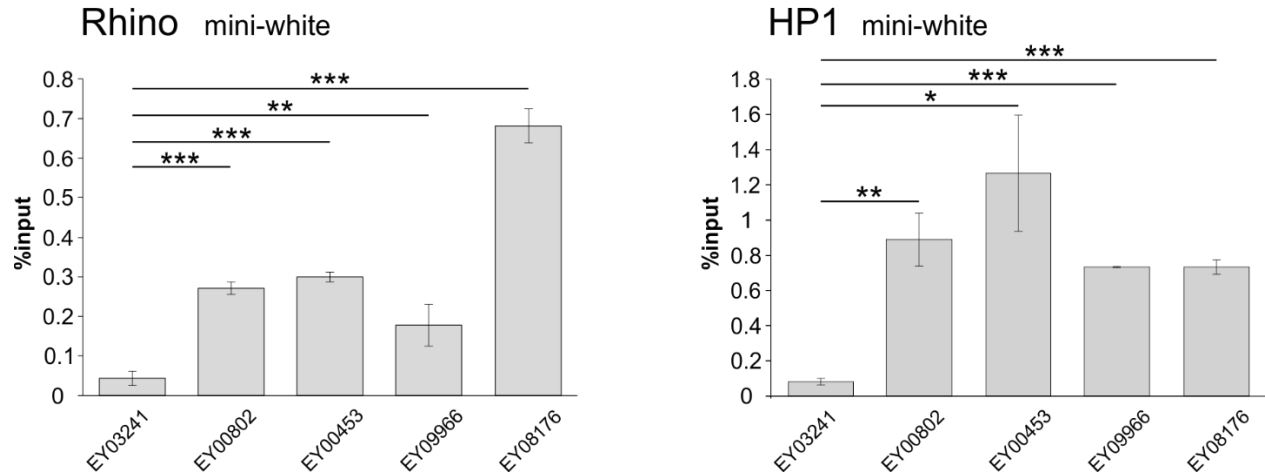

**Figure S5. Rhi and HP1 occupancy at telomeric transgenes** (related to Fig. 2). Rhi and HP1 ChIP-qPCR on ovaries of EY08176 (insTAHRE), EY00453 (ins2TART-B), EY00802 (ins1TART-B), EY09966 (insTART-C) and EY03241 (control) transgenic strains was performed using primers specific to *mini-white* transgenic sequence. Asterisks indicate statistically significant differences in Rhi or HP1 enrichment at the telomeric transgenes relative to EY03241 euchromatic transgene (\*  $P < 0.05$  to  $0.01$ , \*\*  $P < 0.01$  to  $0.001$ , \*\*\*  $P < 0.001$ , unpaired t-test).

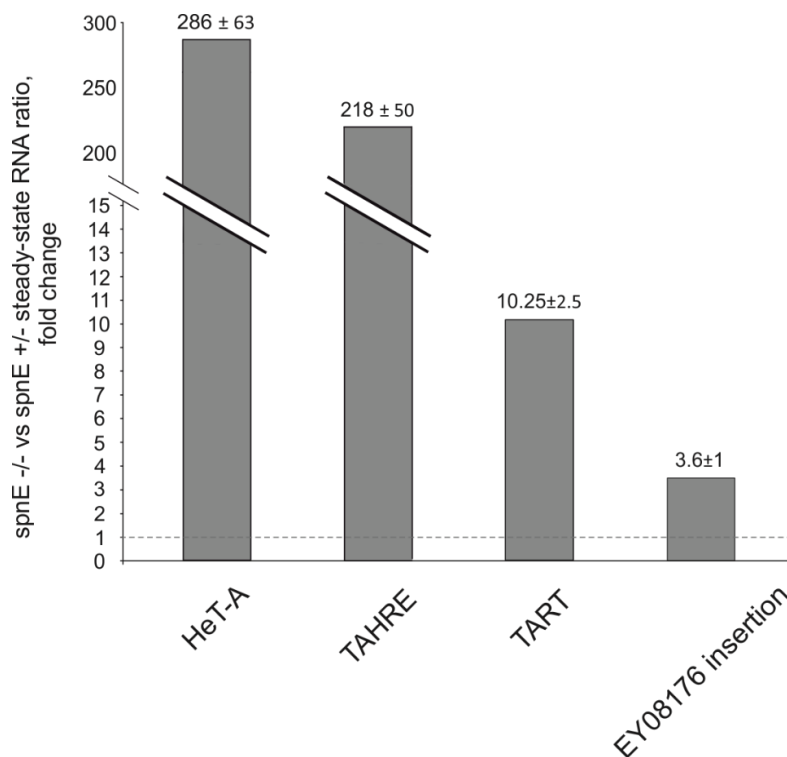

**Figure S6. Expression of EY08176 (insTAHRE) telomeric transgene is increased in ovaries of *spnE* mutants.** RT-qPCR analysis of the expression levels of endogenous *HeT-A*, *TART* and *TAHRE* retrotransposons and transgenic *mini-white* in ovaries of *spnE* mutants.

a

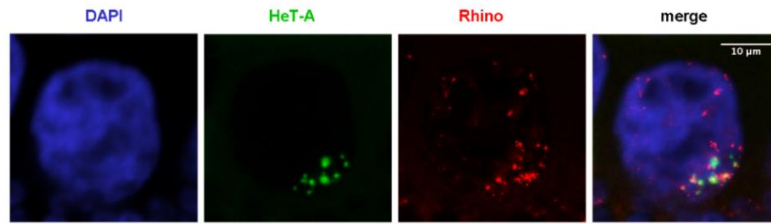

b

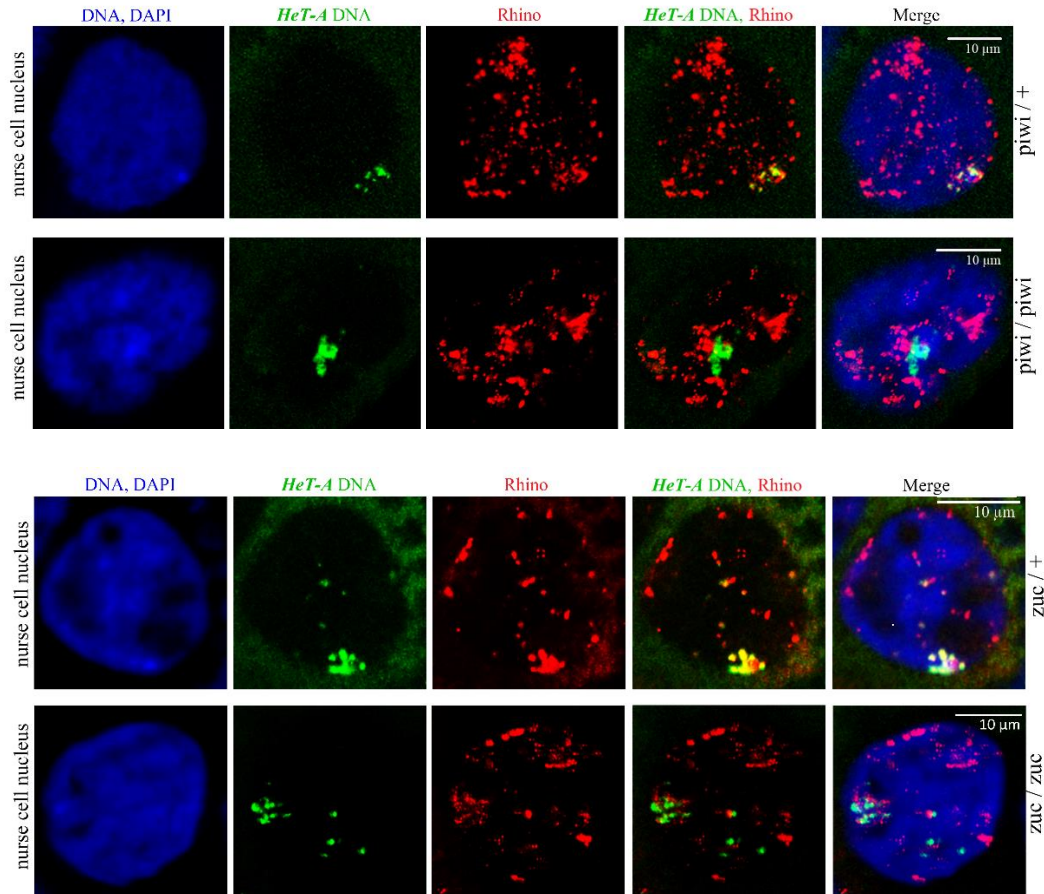

**Figure S7. Nuclear localization of telomeres.** (A) Endogenous *HeT-A* telomeric retrotransposons associate with largest Rhi domains. DNA FISH with *HeT-A* probe (green) combined with Rhi staining (red) was done on ovaries of *Misy* natural strain. Nurse cell nucleus of stage X of oogenesis is shown. (B) DNA FISH with *HeT-A* probe (green) combined with Rhi staining (red) was done on ovaries of *piwi*<sup>2</sup>/*piwi*<sup>Nt</sup> and *zuc*<sup>Hm27</sup>/*Df*(2L)PRL. *HeT-A* nuclear positioning and Rhi binding are considerably changed in *piwi* mutants, although in *zuc* mutants these effects are less pronounced.

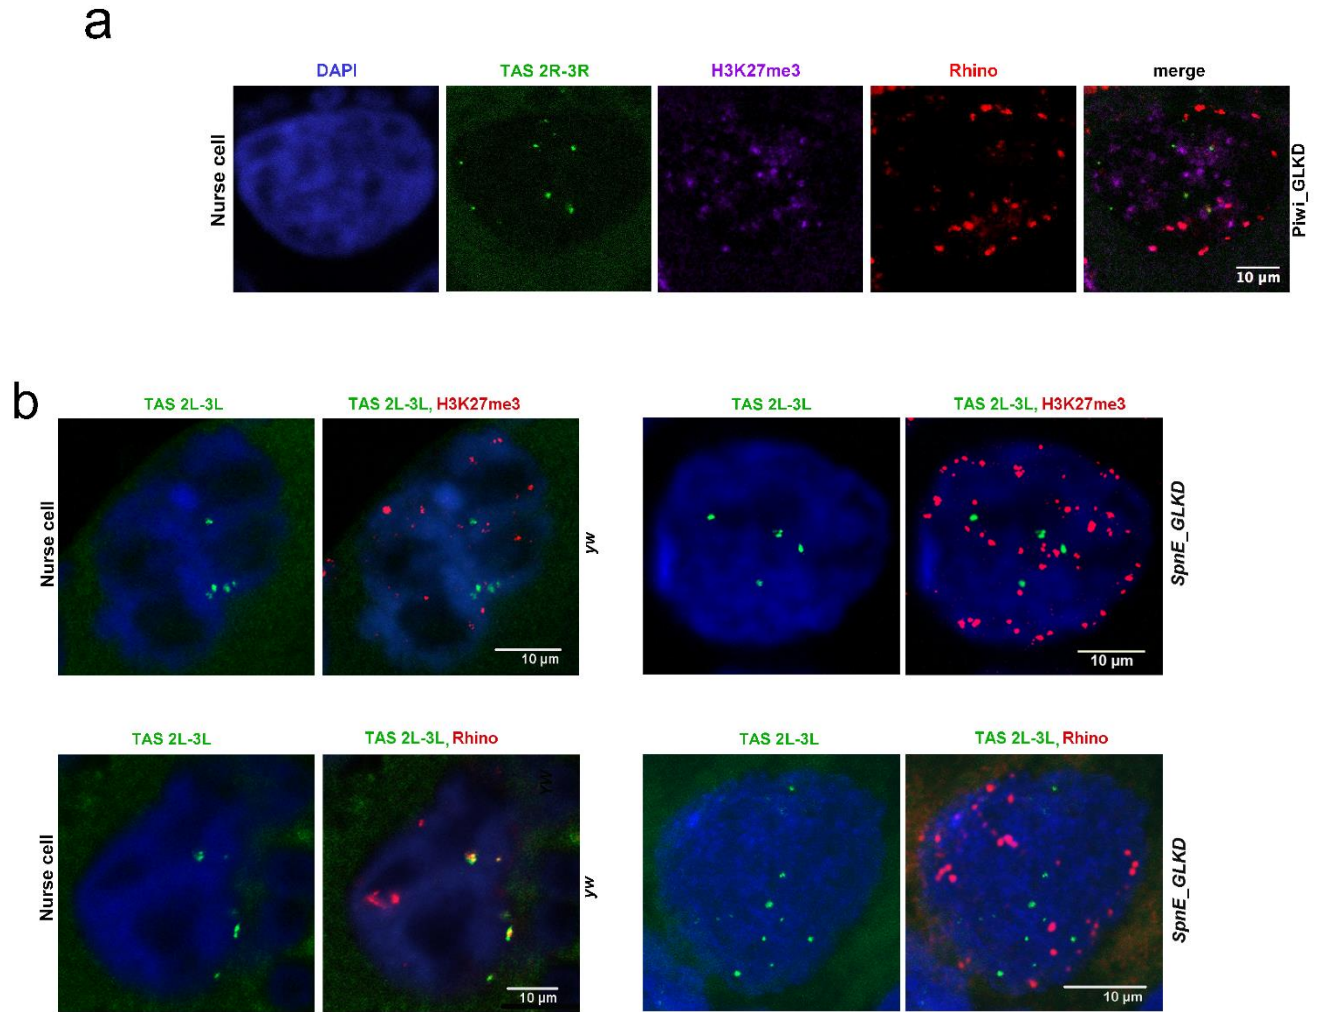

**Figure S8. Subtelomeric chromatin in the germline (related to Fig. 5b). (A)** DNA FISH with TAS 2R-3R probe (green) combined with Rhi (red) and H3K27me3 (magenta) staining was performed on ovaries upon *piwi* germline knockdown. Nurse cell nucleus at stage VIII is shown. (B) 2L-3L TAS signals do not associate with H3K27me3 mark in the germline. DNA FISH with TAS 2L-3L probe (green) combined with Rhi (red) or H3K27me3 (red) staining was done on ovaries of  $y^1 w^{67c23}$  strain. Nuclei of nurse cells (stages VIII-X) are shown.

# Supplementary material for: Key role of piRNAs in telomeric chromatin maintenance and telomere nuclear positioning in Drosophila germline
**Source:** Epigenetics Chromatin. 2018 Jul 12;11:40. doi: 10.1186/s13072-018-0210-4
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Small RNA mapping to the telomeric and euchromatic transgenes. Table S2. Colocalization of HeT-A, TART and TAS with Rhino. Table S3. Colocalization of TAS with H3K27me3 in the Drosophila germline. Table S4. Primers used in the study (5’-to-3’).

**Table S1. Small RNAs mapping to the telomeric and euchromatic transgenes.**

| small RNA, reads<br>per million (RMP) | strains |         |         |         |         |         |
|---------------------------------------|---------|---------|---------|---------|---------|---------|
|                                       | EY03241 | EY09966 | EY00453 | EY00802 | EY03383 | EY08176 |
| siRNA, 21 nt                          | 1       | 18      | 71      | 20      | 199     | 211     |
| piRNA, 24-29 nt                       | 3       | 13      | 106     | 37      | 1114    | 2040    |
| piRNA/siRNA ratio                     |         | 0.7     | 1.5     | 1.9     | 5.6     | 9.7     |

**Table S2. Colocalization of *HeT-A*, *TART* and TAS with Rhino.**

| Telomeric region | genotype        | co-localization with Rhi, % of total number of signals | n, number of nurse cell nuclei (stages 8-10) |
|------------------|-----------------|--------------------------------------------------------|----------------------------------------------|
| <i>HeT-A</i> *   | <i>yw</i>       | 96                                                     | 35                                           |
|                  | <i>spnE -/-</i> | 14                                                     | 33                                           |
| <i>TART-A</i>    | <i>yw</i>       | 93                                                     | 42                                           |
|                  | <i>spnE -/-</i> | 4                                                      | 32                                           |
| TAS 2R-3R        | <i>yw</i>       | 67                                                     | 16                                           |
|                  | <i>spnE -/-</i> | 21                                                     | 22                                           |
| TAS 2L-3L        | <i>yw</i>       | 86                                                     | 11                                           |
|                  | <i>spnE -/-</i> | 18                                                     | 43                                           |

\*only individual non-clustered *HeT-A* signals were considered

**Table S3 Colocalization of TAS with H3K27me3 in the *Drosophila* germline.**

| Telomeric region | Genotype, cell type        | Co-localization with H3K27me3, % of total number of signals | n, number of nurse cell nuclei (stages 8-10) |
|------------------|----------------------------|-------------------------------------------------------------|----------------------------------------------|
| TAS 2R-3R        | <i>yw</i>                  | 16                                                          | 23                                           |
|                  | <i>spnE</i> <sup>-/-</sup> | 22                                                          | 46                                           |
| TAS 2L-3L        | <i>yw</i>                  | 2                                                           | 20                                           |
|                  | <i>spnE</i> <sup>-/-</sup> | 9                                                           | 17                                           |

**Table S4. Primers used in the study (5'-to-3')**

| <b>name/target</b>            | <b>orientation</b> | <b>sequence</b>                    |
|-------------------------------|--------------------|------------------------------------|
| rp49                          | forward            | ATGACCATCCGCCCAGC<br>ATAC          |
|                               | reverse            | GCTTAGCATATCGATCCG<br>ACTGG        |
| metRS-m                       | forward            | AAATCAACCGGCAAATT<br>GTTTAGACG     |
|                               | reverse            | CACATAGTGCGAACTGTT<br>GTAGCGAG     |
| 60D                           | forward            | CCAGCCGAGACGAGCAC<br>CATAAT        |
|                               | reverse            | TTCCCCATCCTCGAGCCC<br>TG           |
| 5'P                           | forward            | AGAGGAAAGGTTGTGTG<br>CGGAC         |
|                               | reverse            | CTGCGAATCATTAAAGTG<br>GGTATCA      |
| EY08176 insertion             | forward (TAHRE)    | TGGCCTGGCTTGTGTTGG<br>TG           |
|                               | reverse (5'P)      | TCCGCACACAACCTTTCC<br>TCTCAAC      |
| 3'P                           | forward            | TAATTCAAACCCACGG<br>ACA            |
|                               | reverse            | ATAACATAAGGTGGTCC<br>CGTC          |
| EY00453 insertion (5'P flank) | forward (TART)     | GAGACCTGCTACCAAAA<br>TGACCAG       |
|                               | reverse (5'P)      | TCCGCACACAACCTTTCC<br>TCTCAAC      |
| EY00453 insertion (3'P flank) | forward (3'P)      | CGCTGTCTCACTCAGACT<br>CAATACGAC AC |
|                               | reverse (TART)     | GAT CCG GTC CGA TAG<br>CCT AG      |
| HeT-A ORF                     | forward            | GGAGTGATGAGCGGCGG<br>AAA           |
|                               | reverse            | CCAGGCAAGCGGACAAA<br>CGA           |
| TAHRE ORF2                    | forward            | CATCAGACGAATCATAA<br>ACGCC         |
|                               | reverse            | GATAAGGAGGTCATATA<br>TTAAAGGG      |
| TART-A ORF2                   | forward            | AATGAACTTTGTCTGCCC<br>TCCA         |
|                               | reverse            | ATCTGTCTACTGTCCGCC<br>TTCGCTA      |
| TART-A promoter1              | forward            | GCTATTATCTTTTTTTTTT<br>GCCGCCA     |
|                               | reverse            | GATTTTCTGCTTCGTTTC<br>CGCTT        |
| TART-B promoter               | forward            | GAGACCTGCTACCAA<br>AATGACCAG       |
|                               | reverse            | GATCCGGTCCGATAG<br>CCTAG           |

|                                 |         |                                       |
|---------------------------------|---------|---------------------------------------|
| 42AB-1                          | forward | CGTCCCAGCCTACCTAGT<br>CA              |
|                                 | reverse | ACTTCCCGGTGAAGACTC<br>CT              |
| 42AB-2                          | forward | TGTTTACCCAGAATGATG<br>TTGAAATATAAGATG |
|                                 | reverse | CACTGACTACGGTGCCTA<br>CAGCTATG        |
| 42AB-3                          | forward | CCGCATTGATTTGTAACG<br>TGTAAC          |
|                                 | reverse | CCACACCCGGCCTCTAAA<br>G               |
| Cluster 6                       | forward | ACGGGACGACTGTTTGTG<br>CTTGG           |
|                                 | reverse | GGCTTGTGGCTATGCTGG<br>CGAA            |
| I_chr4<br>(unannotated cluster) | forward | ACGGTCTCTCTGCTTTGC<br>CTTG            |
|                                 | reverse | GACGGATTGCGGATTTAT<br>TTTGTT          |
| Cluster 5                       | forward | ACAACACAGGGTTTGGC<br>TTGTACC          |
|                                 | reverse | TGGAAAGCTTCCAAGAG<br>TGCTCCA          |
| 38C1 left arm                   | forward | GATACTGGTTCTACGGTG<br>CGAAAATAC       |
|                                 | reverse | GTGCTTGTGTGCTGTGTG<br>AG              |
| Mini-white                      | forward | CATGATCAAGACATCTA<br>AAGGC            |
|                                 | reverse | AGTACCCCGAAGTATCCT<br>AC              |
| Mini-white 1 <sup>st</sup> exon | forward | AGTTGCACTTTGTCAGCG<br>GTTTCG          |
|                                 | reverse | CCCCTGCTTACCCACCCA<br>AAA             |
| 42AB DNA FISH probe, Pld-<br>1  | forward | AGTCAAGTGCGTTTGTCT<br>AGGCG           |
|                                 | reverse | GCCCGTTATCAAAATGTC<br>CTCAGACCG       |
| 42AB DNA FISH probe, Pld-<br>2  | forward | CTGCCAGTTGAACTTGCC<br>CATAAGC         |
|                                 | reverse | CCACCGACATCACCTCA<br>AAGC             |
| 2R-3R TAS probe                 | forward | CACACTGGCGTTCACTAC                    |
|                                 | reverse | CATATTTCGCAACGTGAC<br>TG              |
| 2L-3L TAS probe                 | forward | CTCGTTCATCCGCCACCA<br>T               |
|                                 | reverse | AGCACGACAGAGGAAGC<br>AG               |

How the deposited data were processed for this re-analysis (not part of the article)

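Small RNAs from ovaries were measured in 9 libraries of 7 *D. melanogaster* strains. EY08176 (ins*TAHRE*), EY00453 and EY00802 (ins*TART*-*B*), EY09966 (ins*TART*-*C*) and *yw* have 1 library each, and EY03383 (insTAS) and EY03241 (control) have 2 technical replicates each. The authors clipped the adapter, kept reads above a minimal length and deposited the count of each distinct sequence, without mapping or normalization. The strain of each library was taken from the sample labels and the replicate numbers of EY03383 and EY03241 from the same labels, which is also the only origin of the pairing tried as an alternative.

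The paper mapped reads to dm3 and to the transgene. A genome sequence was not used here, and the design, which was written for the annotated gene bodies of *white* and *yellow*, was run on sequences assembled from the reads instead. Words of 18 nt that overlap by 17 nt were extended from the primers of Table S4 and of the FISH and Northern probes, with reads of the 5 telomeric strains. Extensions below a share of 0.25 of the strongest were left out. Where several remained, the only extension absent from *yw* was taken, or else the only one found in at least 2 strains. Otherwise the contig ended. It also ended where the reads gave no extension or at a run of 10 identical bases. The first and last word had to occur in at least 2 strains and not in *yw*. Contigs of at least 60 nt were kept, and stretches of adapter of at least 6 nt were removed. The 7 contigs of P{EPgy2} have 2650 nt. For endogenous loci, the sequence between both primers of a pair was the path through overlapping words that favoured words with more reads. Reads of *yw* were used, or those of all libraries where *yw* gave no path. This gave 12 amplicons. The amplicons of *TART*-*A* ORF2 and of the *I* element on the fourth chromosome could not be assembled. *yellow* and *TART*-*C* were not analysed here. Gene positions come from the dm6 annotation and were used for description only.

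Reads of 24–29 nt (piRNAs) and of 21 nt (siRNAs) were matched to the contigs without mismatches and to the endogenous amplicons with up to 3 mismatches. Counts were divided by the reads longer than 18 nt and multiplied by 1000000 (RPM). For log2 ratios, 0.5 reads were added to each count. Technical replicates were summed. Libraries were compared by two-sided Fisher's exact tests of contig reads against all other reads, which compare 2 libraries and not 2 strains, since no strain has biological replicates. Shares are given with 95% Wilson intervals, which cover counting error only. The 1U bias was tested by a two-sided exact binomial test of distinct sequences against the share of U at their other positions. The ping-pong Z-score set the pairs that overlap by 10 nt against the overlaps of 1–9 and 11–20 nt, with a threshold of 1.96. The spread of both classes across 5 strains was compared by an exact permutation test over 32 swaps.

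The depth ranged from 3928658 reads in EY08176 to 23767745 in EY00802, so that 3 reads, the smallest number taken as a signal, are worth 0.764 RPM in the former and 0.126 RPM in the latter. The strains and loci named are those that the paper names; other mobile element families would need their sequences and were not analysed here. The alternatives, most of which were set before the files were opened, were the *mini*-*white* contigs alone, 1 mismatch, another normalization, other length classes, distinct sequences in place of reads, sequences of *yw* left out, single technical replicates and the replicate block. Alternatives that need a genome were not run.

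The assembly and the tests were tested on simulated data. From simulated reads of a 3000-nt construct, 1 contig was obtained that was exact and covered 99.2% of the construct, and 50 of 50 simulated amplicons were exact. Fisher's exact test passed 0.05 in 3.9% of 1000 comparisons without a difference and in 99.7% of 1000 with a log2 ratio of 1. The simulated counts varied by counting error only. Real libraries vary more, as the intervals of 24–29-nt RNAs in the technical replicates of EY03383 (354–388 and 431–466 RPM) do not overlap. The rate of 3.9% therefore does not hold for them. The ping-pong Z-score passed its threshold in 6% of 200 simulations without pairs, and in 69.5% of 200 with 50 pairs added among 1000 reads of each strand. The 1U test passed 0.05 in 4.6% of 500 simulations without a bias. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Numba 0.67.0, and plots Matplotlib 3.10.9.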

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

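All tests of explanations in this part were chosen only after the result was seen, except the test of the most frequent 23-nt sequences in *yw*, where only the measure of the gap was added afterwards. The libraries were compared on 9 measures, and a library stood apart from the other 8 on 4 of them; the libraries come from different strains, and no biological explanation was tested for these 4.

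In the second technical replicate of EY03241, the most frequent sequence, of 26 nt, held 35.5% of the reads, while the most frequent sequence of the other libraries held 1.46–5.76%. The same sequence held 2.97% in the first replicate, so that the strain does not account for the amount. Outside this sequence, typical sequences of lengths other than 22 nt may have kept their proportions. The median over these lengths of the log2 ratio of the second to the first replicate was 0.36. This is nearer to 0.18, the log2 ratio of the totals without the sequence, than to 0.77, that of all reads. The proportions were not kept by 22-nt sequences, whose median was −0.29. Reads of 27 nt rose from 7.34% to 8.62% of the library and those of 30 nt from 0.0227% to 0.147%. The totals of these 2 lengths therefore did not keep their proportions either. The RPM of a typical sequence of the lengths other than 22 nt is lowered in this replicate, but not that of all reads of 27 or 30 nt.

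EY00802 had 23767745 reads longer than 18 nt, against 3452367–12855418 in the other libraries. This difference in depth was not traced further. In *yw*, 0.635% of the reads contained an unread base, against 0.0134–0.243% elsewhere, and no explanation was tested.

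Reads of 23 nt made up 23.5% of *yw*, against 7.79–14.4% of the other libraries. A few abundant sequences may account for much of the excess, since the 10 most frequent 23-nt sequences held 11.8% of the reads of *yw*, against 2.83–4.77% elsewhere. Without them, *yw* had 13.1%, still above the 5.10–10.1% of the others, but its gap to the next library was 0.373 of the range, too small to set it apart among 9 libraries. The excess therefore cannot be told apart from an effect of these sequences.

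EY00453 and EY00802 carry the construct in the same stretch of *TART*-*B*, but EY00453 had more transgenic 24–29-nt RNAs, with a log2 ratio of 1.06 (p = 5.88e-22, two-sided Fisher's exact test between libraries). The choice of denominator was rejected as an explanation, since the smallest log2 ratio under 4 denominators was 0.83. Differences between the libraries that also touch endogenous loci remain, as 4 of the 12 endogenous amplicons differed at least as much between these libraries. Not all of the 4 are independent controls: the *TART*-*B* promoter (log2 ratio 1.16) is the site of both insertions, and *TAHRE* ORF2 (8.08) rests on 5 reads in EY00802. The others were 2R-3R TAS (1.44) and cluster 5 (1.95). The difference between the insertions cannot be told apart from such differences between the libraries. A biological explanation was not tested.

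The 24–29-nt reads of the *TART* insertions lay on the P-element arms more often than those of EY08176. The share was 74.3% in EY00453 (log2 odds ratio to EY08176 3.62, p = 3.07e-94), 65.9% in EY00802 (3.04, p = 5.77e-63) and 46.2% in EY09966 (1.88, p = 1.23e-04, 39 reads), against 18.9% in EY08176, while the arms make up 23.4% of the contigs; the tests are two-sided Fisher's exact tests. With other contigs, the smallest difference of the *TART*-*B* insertions from EY08176 was 52.0 percent points, so that the choice of contigs was rejected. Leaving out reads that end at the 3′P reverse primer could not change the lower share of 65.9% and is no test of the pattern. The contig stops with this primer, so that no such read of 24–29 nt could match. A bias on all reads was rejected as well, since on the main contigs at most 25.4% of the 21-nt reads of the *TART*-*B* insertions lay on the arms. With contigs from words of 20 nt, the 21-nt shares were higher, at 34.6% in EY00453 and 43.7% in EY00802. They remained below the 24–29-nt shares with the same contigs, which were 86.9% and 79.2%. In *yw*, 0 reads of 24–29 nt lay there. Because the assembly favoured words absent from *yw*, this count cannot by itself exclude reads of the host strain. Carry-over of P-element small RNAs from a library outside these 9 was not tested directly. Reads of 24–29 nt on the arms reached 21.4 RPM in EY00453, 9.09 RPM in EY00802 and 2.46 RPM in EY09966. They reached 0 RPM in *yw* (interval 0–0.673) and 0.107 RPM in EY03241 (0.0189–0.606). The value of EY03241, whose reads took no part in the assembly, argues against carry-over that reached all libraries alike. The pattern cannot be told apart from carry-over into the libraries of the *TART* insertions alone. The hypothesis that small RNAs derive mainly from the ends of the construct therefore remains open for the 24–29-nt RNAs of the *TART* insertions; in EY09966, the interval of the share (31.6–61.4%) is wide, and the share was 69.6% with contigs from words of 20 nt and 56.25% with contigs without the reads of EY08176. The 21-nt RNAs lay on the arms at 20.2% in EY00453, 25.4% in EY00802 and 25.0% in EY09966, near the share of the arms in the contigs.

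Several amplicons outside the elements that the paper follows by small RNA sequencing had 24–29-nt RNAs in *yw*, above 0.525 RPM, the smallest amount this library can show. Values were 17.0, 8.41 and 30.8 RPM for the 3 amplicons of *42AB*, 117 RPM for cluster 6, 0.876 RPM for cluster 5 and 1.23 RPM for *38C1*. The amplicon of 2R-3R TAS reached 5051 RPM and that of 2L-3L TAS 211 RPM. The paper examines the piRNA clusters by ChIP, *42AB* also by DNA FISH with Rhi staining, and endogenous TAS by DNA FISH with immunostaining. The amplicons differ in length, repeats can share reads with other loci, and no explanation was tested.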

How the results depend on the processing

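No test of an explanation belongs to this part. The alternatives set before the data were examined left 157 values of the comparisons the same, moved 8 outside their error, reversed 1 and brought 1 past the threshold, while all 105 values under the 5 alternatives chosen after seeing the data kept their direction and their side of the threshold. The latter were contigs from words of 20 nt, contigs without the reads of EY08176, reads ending at the 3′P reverse primer left out, and normalization to 19–29-nt reads other than 22 nt or to miR-13b. Part of these values could not change. A normalization leaves the share of 21-nt reads as it is. No read of 24–29 nt could count as ending at the primer, because the contig stops with the primer.

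All log2 ratios to EY03241 and the comparison of EY08176 and EY03383 with the ins*TART* strains stayed above 0 with a p under 0.05 under every alternative run that has a test. The smallest ratios to EY03241 were those of EY09966 for 24–29 nt, with 1.24 by distinct sequences (p = 0.0111, two-sided Fisher's exact test), 1.52 with contigs from words of 20 nt (p = 0.00424) and 1.53 on the *mini*-*white* contigs (p = 0.00508). The smallest ratio to an ins*TART* strain was 0.94, with miR-13b (p = 7.69e-06, the same exact test). With miR-13b, the ratios for 24–29 nt became 13.73, 8.45, 7.39, 4.88 and 7.51 for EY08176, EY03383, EY00453, EY00802 and EY09966, the largest shift for EY08176, EY00453 and EY09966. For EY03383 the largest shift came with distinct sequences, to 6.69, and for EY00802 with the *mini*-*white* contigs alone, to 2.22.

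With 1 technical replicate of EY03241 and EY03383 left out, no test was made. The ratios of 24–29-nt reads on the P-element arms then ranged from 8.50 to 9.32 for EY08176, from 8.69 to 9.22 for EY03383, from 6.40 to 7.21 for EY00453, from 5.16 to 5.97 for EY00802 and from 3.31 to 4.13 for EY09966. EY03241 has 1 read there, so that its depth limits these ratios. For EY03383, the ratio of all transgenic 24–29-nt RNAs ranged from 8.46 to 8.51 and the ping-pong Z-score from 4.51 to 4.98. With the replicate block, the ratios of EY03383 were 8.49 for 24–29 nt and 6.01 for 21 nt. The SD of the paired ratios was 0.037 and 0.174, against 0.426 and 0.343 for crossed pairs, but EY03241 has only 3 and 7 reads of 24–29 nt and 2 and 5 of 21 nt in its replicates, so that the SDs do not show a pairing. Whether the replicate numbers mark a technical batch was not tested.

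The ping-pong Z-score of EY00453 changed sign with distinct sequences, to 1.05, still below the threshold. For EY00802 it rose above the threshold on the *mini*-*white* contigs alone, to 2.73. In both cases the cause was not tested. For 24–29 nt, the 1U share by reads lay above the interval of the share by distinct sequences in antisense RNAs of EY08176 (74.4%) and in antisense and sense RNAs of EY03383 (71.0% and 64.9%), and for 21 nt in antisense RNAs of EY03383 (62.5%); the cause was not tested.

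The difference in spread between 24–29-nt and 21-nt RNAs fell to 0.60 with miR-13b (p = 0.688, exact permutation test), and stayed at p = 0.062 in all other settings with a test, which 5 strains cannot go below. Among the values of endogenous amplicons, 39 moved and 27 stayed within their error under alternatives set earlier, and 7 moved and 35 stayed under the added normalization to 19–29-nt reads.

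Not run, because they need a genome sequence, were *white* without its first intron, genes extended by 2.5 kb, normalization to genome-matching reads or to microRNA hairpins, unique mapping, and the longest copy of each element. No value of leaving out a replicate exists for strains with 1 library.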

Differences from the paper's values

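Table S1 reports small RNAs on the whole construct, whereas the values here cover contigs of 2650 nt without *yellow*. For 24–29-nt RNAs the values were 486 RPM in EY08176 against the paper's 2040, 411 in EY03383 against the paper's 1114, 28.8 in EY00453 against the paper's 106, 13.8 in EY00802 against the paper's 37, 5.34 in EY09966 against the paper's 13, and 1.07 in EY03241 against the paper's 3. Of the 8 alternatives set before the data were examined, only counting distinct sequences brought values within the criterion, with 75.3 RPM in EY00453, 49.9 in EY00802 and 14.1 in EY09966, relative to all distinct sequences. The other alternatives did not, and none of the 8 did so for EY08176, EY03383 and EY03241. For EY03241, normalization to miR-13b, chosen after seeing the values, gave 74.8 reads per 1000000 reads of miR-13b, which falls within the criterion only because both values then lie below the background measured in *yw*.

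For 21-nt RNAs the values were 48.6 RPM in EY08176 against the paper's 211, 53.1 in EY03383 against the paper's 199, 14.6 in EY00453 against the paper's 71, 4.96 in EY00802 against the paper's 20 and 8.76 in EY09966 against the paper's 18. Among the alternatives set before the data were examined, distinct sequences gave 20.3 RPM in EY00802 and 22.7 in EY09966, within the criterion. None of them closed the gap for EY08176, EY03383 and EY00453, and the other alternatives closed it for no strain.

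Relative to EY08176, the 24–29-nt RNAs of EY03383 amounted to 84.6% against 54.6% from the paper's values. The *mini*-*white* contigs alone (80.0%), 1 mismatch (75.04%), normalization to 19–29-nt reads (79.6%) and leaving out the second replicates (76.1%), all set before the data were examined, fell within the criterion; the other alternatives did not. EY00802 reached 2.84% against 1.81% from the paper's values, and fell within the criterion with 1 mismatch (2.59%), normalization to 19–29-nt reads (2.71%) and the length classes of 23–30 and 20–22 nt (2.64%), but not under the others. EY09966 reached 1.10% against 0.637% from the paper's values, and only the *mini*-*white* contigs alone (0.729%) fell within the criterion. For 21-nt RNAs, EY09966 reached 18.0% of EY08176 against 8.53% from the paper's values, and only the wider length classes (11.4%) fell within the criterion.

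In Table S1, EY08176 has more 21-nt RNAs than EY03383, and EY00802 has more than EY09966. Here EY03383 had slightly more than EY08176, with a log2 ratio of EY08176 to EY03383 of −0.13 (p = 0.303, two-sided Fisher's exact test), and EY09966 had 8.76 RPM against 4.96 in EY00802. The paper describes abundant endogenous *TAHRE* small RNAs in *yw*; on the 160-nt amplicon of *TAHRE* ORF2, 1 read of 24–29 nt was found in *yw*. This amplicon was assembled from the reads of all libraries and does not necessarily represent the copies of *yw*, so that the count does not speak against the description.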

Other observations

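Of the tests in this part, those on the 22-nt reads, on the primer as a carried oligonucleotide and on the strand of the control reads were chosen only after the result was seen.

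The share of 22-nt reads differed widely between libraries, from 0.795% in EY09966 and 0.888% in EY08176 to 14.7% in EY00802. It also differed between technical replicates of 1 strain, with 24.2% and 7.18% in EY03241 and 19.7% and 6.82% in EY03383. In both strains the share fell from the first to the second replicate, with a ratio of the first to the second share of at least 2.88, so that it follows the replicate number, and a technical batch may be the source. The tests could be made only with these replicates. A difference between strains does not account for the fall, but it cannot be told apart from other sources for the strains with 1 library. Size selection was rejected for the fall, because reads of 21 and 23 nt did not fall with those of 22 nt; their median log2 ratio of the second to the first replicate was 0.36 on average. A loss of all 22-nt reads by 1 factor was rejected as well, as the interquartile range of the log2 ratios was 8.98 times as wide at 22 nt as at 21 and 23 nt. A loss that depends on the sequence was not tested further, and no biological explanation was tested.

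In 4 strains some reads end exactly at the 3′ end of the 3′P reverse primer of Table S4, with 37 reads of 19–29 nt in EY03383, 20 in EY00802, 9 in EY00453 and 8 in EY03241. The contig stops with this primer, so that no such read of 24–29 nt could match. The reads found may stem from oligonucleotide carried into the libraries, because 19 reads hold the end of an adapter joined to the primer, and EY08176, which has 486 RPM of transgenic 24–29-nt RNAs, has none. Carry-over of all primers was rejected, as 0 of the other primers among the 42 tested had at least 3 such reads. No biological explanation was tested.

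Reads of miR-13b, the loading control of the Northern blot, ranged from 377 RPM in EY09966 and 455 RPM in EY08176 to 20021 RPM in the first replicate of EY03241. The 23-nt form differed by a factor of 45.7 between libraries. A smaller share of reads of microRNA length was rejected as the explanation, since the share of 23-nt reads differed by a factor of 3.01 only. Which library represents the amount of miR-13b in ovaries was not tested, nor was a biological explanation.

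All 10 transgenic 24–29-nt reads of EY03241 were antisense, which is the strand of the *white* transcript (p = 0.00195, two-sided exact binomial test), and 9 of them lay on the *mini*-*white* contigs. Fragments of *white* messenger RNA could give this strand. The position depends on the contigs, since with contigs from words of 20 nt, 5 of 10 such reads lay on the P-element arms. These contigs were called arms by the primer they started from, and whether they reach into *white* was not checked. Only if they do not would these 5 reads go against such fragments. Of the 10 distinct sequences 40.0% began with U (95% Wilson interval 16.8–68.7; p = 0.261, exact binomial test against their other positions), which does not separate piRNAs from fragments at this depth, so that the pattern cannot be told apart from fragments of messenger RNA.

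The share of 24–29-nt reads on the P-element arms was also compared with that of 21-nt reads within each library. The log2 odds ratio was 3.50 in EY00453 (p = 3.73e-35), 2.48 in EY00802 (p = 2.84e-14), 1.34 in EY09966 (p = 0.0323) and −0.53 in EY08176 (p = 0.0442), in two-sided Fisher's exact tests, while the value in EY03383 was 0.19 (p = 0.255). The last 2 depend on the setting. With the reads ending at the 3′P reverse primer left out, EY03383 had 0.49 (p = 0.00384, the same exact test). With contigs from words of 20 nt, EY03383 changed sign to −0.25 (p = 0.208) and EY08176 had −0.46 (p = 0.160), in the same exact test. The small RNAs of 2R-3R TAS ranged from 382 RPM in EY03241 to 6368 RPM in EY08176.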
